# A Powerful Method for Transcriptional Profiling of Specific Cell Types in Eukaryotes: Laser-Assisted Microdissection and RNA Sequencing

**DOI:** 10.1371/journal.pone.0029685

**Published:** 2012-01-26

**Authors:** Marc W. Schmid, Anja Schmidt, Ulrich C. Klostermeier, Matthias Barann, Philip Rosenstiel, Ueli Grossniklaus

## Abstract

The acquisition of distinct cell fates is central to the development of multicellular organisms and is largely mediated by gene expression patterns specific to individual cells and tissues. A spatially and temporally resolved analysis of gene expression facilitates the elucidation of transcriptional networks linked to cellular identity and function. We present an approach that allows cell type-specific transcriptional profiling of distinct target cells, which are rare and difficult to access, with unprecedented sensitivity and resolution. We combined laser-assisted microdissection (LAM), linear amplification starting from <1 ng of total RNA, and RNA-sequencing (RNA-Seq). As a model we used the central cell of the *Arabidopsis thaliana* female gametophyte, one of the female gametes harbored in the reproductive organs of the flower. We estimated the number of expressed genes to be more than twice the number reported previously in a study using LAM and ATH1 microarrays, and identified several classes of genes that were systematically underrepresented in the transcriptome measured with the ATH1 microarray. Among them are many genes that are likely to be important for developmental processes and specific cellular functions. In addition, we identified several intergenic regions, which are likely to be transcribed, and describe a considerable fraction of reads mapping to introns and regions flanking annotated loci, which may represent alternative transcript isoforms. Finally, we performed a *de novo* assembly of the transcriptome and show that the method is suitable for studying individual cell types of organisms lacking reference sequence information, demonstrating that this approach can be applied to most eukaryotic organisms.

## Introduction

The development of multicellular organisms is controlled by distinct cell fate decisions, which are largely mediated through the establishment of cell- or tissue-specific gene expression patterns. Spatially and temporally resolved information on gene expression patterns facilitate the identification of regulatory networks of gene activity that underly cell differentiation and functional specification. However, transcriptional profiling of specific cell types requires their isolation from an often heterogenic tissue and the determination of the transcriptome, preferentially with high resolution and completeness from ultra-low amounts of RNA (down to single cell resolution).

One method used successfully for the transcriptional profiling of distinct cell types is laser-assisted microdissection (LAM) in combination with DNA microarrays (examples [1], [2] in human and [3]–[6] in plants). LAM allows the isolation of individual cells directly from the surrounding tissue based on histological identification with little cross-contamination (independently validated in [3]). Cell type-specific markers can assist the identification but are not required for LAM. During the procedures, alterations of cellular processes are unlikely because the tissue is rapidly fixed prior to embedding, sectioning, and LAM [7]. However, only limited amounts of RNA can be isolated from rare cell types and obtaining sufficient amounts for transcriptome analysis usually requires RNA amplification. Several methods for linear RNA amplification suitable for microarray analysis have been successfully established, leading to new insights into the transcriptional state of specific cell types [1]–[6]. Nonetheless, microarrays have several limitations: high background levels due to cross-hybridization, a lack of sensitivity at low and high expression levels, and reliance upon existing knowledge about the genome sequence [8]. The recently developed high-throughput sequencing of RNA using next-generation sequencing platforms (RNA-Seq) has the potential to overcome these limitations [8], [9] and offers a variety of new possibilities such as the transcriptional profiling of organisms lacking sequence information [10], or the identification of novel loci, alternative splicing events [11], and sequence variation [12].

Given the advantages and opportunities offered by RNA-Seq, a combination of LAM and RNA-Seq promises to be a valuable tool for the transcriptional profiling of individual cell types. We expected that RNA-Seq would provide a more comprehensive view on the transcriptomes of specific cell types in means of completeness and complexity. That is, the detection of a larger number of expressed genes, the identification of transcripts from previously unannotated loci, and the description of genome-wide transcriptional patters. We therefore established the combination of LAM, linear RNA amplification, and RNA-Seq using the Life Technology SOLiD platform.

As a model system we used the highly inaccessible female gametophyte (embryo sac) of *Arabidopsis thaliana* (Figure 1). The embryo sacs develop within the ovules which are themselves located within the ovary of a flower. The development of an embryo sac starts with a functional megaspore (meiotic product) that undergoes three mitotic divisions in a syncytium. Nuclear migration and concomitant cellularization eventually leads to the formation of an eight-nucleate, seven-celled female gametophyte. At maturity, the embryo sac contains three distinct cell types: the synergids and the two female gametes: the egg and the central cell [13] that, following fertilization, give rise to the embryo and endosperm, respectively. These cells are therefore good examples of rare cell types which are difficult to access. The transcriptomes of these cell types have only recently been determined using LAM in combination with Affymetrix ATH1 microarrays [3], making them an ideal system to establish the combination of LAM and RNA-Seq and to compare the two transcriptome profiling techniques.

**Figure 1:**
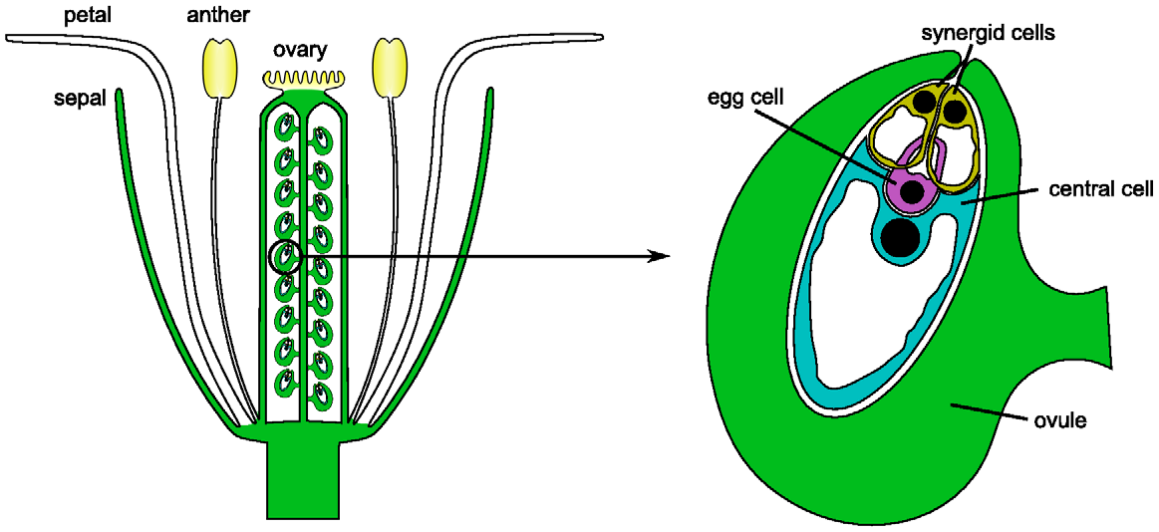
Schematic representation of the flower and the embryo sac of *Arabidopsis thaliana*. The flower of *Arabidopsis thaliana* consists of four whorls of organs: sepals, petals, anthers (male reproductive organs) and carpels (female reproductive organs). The carpels are fused and form the ovary, which harbors around fifty ovules. During ovule development, one embryo sac is formed within each ovule. The mature embryo sac contains three distinct cell types: the synergids and the two female gametes: the egg and the central cell [13]. The mature embryo sac of *Arabidopsis thaliana*, accession Landsberg *erecta*, is around 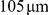 long and 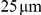 wide [44]. The nuclei of the cells of the embryo sac are drawn as black circles, the vacuoles as white regions.

In this study, we isolated RNA from central cells collected by LAM, prepared sequencing libraries following a protocol designed for the transcriptome analysis of a single cell [14], and sequenced them using the Life Technology SOLiD platform. We estimate the number of expressed genes (defined by having at least five reads within one replicate) to be more than twice the number reported previously in a study using LAM and ATH1 microarrays [3], and identified several intergenic regions which are likely to be transcribed. We further describe a considerable fraction of reads mapping to introns and regions close to the borders of known loci, indicating extensive alterations during transcription. Finally, we performed a *de novo* assembly of the transcriptome and showed that the workflow could also be used to study organisms lacking a reference genome. Taken together, the results indicate superior performance of the workflow presented here over the frequently used approach that combines LAM with transcriptome microarrays. We believe that the approach established in this study can be used for the cell type-specific transcriptional profiling of most eukaryotic organisms, and thus, significantly contributes to the understanding of the molecular processes underlying the development of multicellular organisms.

## Results and Discussion

### RNA isolation, library preparation and sequencing

We used LAM to dissect the central cells of the mature embryo sac. After the isolation of the cells, we used larger sections from the remaining tissue to monitor the RNA integrity with Agilent's Bioanalyzer. As a measure for this, the machine provides the RNA Integrity Number (RIN) with a range of 1 to 10, where 10 stands for a perfect RNA sample. Using an optimized version of the protocol in [3] for sample preparation, we obtained a RIN of around 8 with minor variations between different samples (data not shown).

We aimed to analyze two biological replicates (termed CC1 and CC2). 

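The central cell is the gametic cell of the embryo sac that gives rise to the endosperm after fertilization. The data comprise 1 condition, mature central cells dissected from flowers of the accession Landsberg *erecta*, fixed 2 days after emasculation. There are 2 replicates of about 450 pooled cells each. The values used here are the hits of each library on listed loci, 15257122 in CC1 and 14857500 in CC2. The authors aligned the reads with TopHat 1.2 to the TAIR10 genome, weighted the alignments of each read, and summed the weighted alignments, or hits, over the transcripts of each locus. Hits that fell on several loci were shared out by the unambiguous hits, so that the values are estimated counts: 75.6% of the values of CC1 and 75.0% of those of CC2 were exactly whole numbers, with no tolerance for rounding. They are not scaled by the depth of the library or the length of the transcript. CC1 lists 14454 loci with a median of 291 hits, and CC2 lists 16391 loci with a median of 228 hits. Only loci with at least 5 hits and a hit near the 3′ end of a transcript are listed, so that a locus missing from a replicate was not measured as 0. To compare loci, the hits were expressed per 1000000 listed hits of the replicate (HPM) and are given as the mean ± SD of both replicates. For a locus listed in 1 replicate, the value of that replicate is given alone. With 1 condition there is no comparison of groups and no p-value, and the SD holds the spread of the dissection and the amplification as well as that of the cells. Loci were described with the RefSeq annotation of the assembly TAIR10.1.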

Per replicate we pooled sections from approximately 450 cells during RNA extraction. Due to the low amounts of total RNA obtained with this procedure (estimated 300–1'000 pg) amplification was required. Therefore, we used the protocol described in [14], which is designed to generate cDNA libraries suitable for SOLiD sequencing from RNA isolated from a single cell. In short, mRNA is reverse transcribed to cDNA with poly(T)-primers fused to anchor sequences for PCR amplification. After PCR amplification, cDNA is sheared and amplified again after the ligation of the sequencing adapters. To monitor the efficiency of the library preparation we measured the size of the cDNAs prior to shearing using Agilent's Bioanalyzer and the approximate concentration of cDNA from selected genes with qRT-PCR (File S1). The cDNA of the first replicate (CC1) had a slightly smaller size range and lower yield than the one from the second replicate (CC2). 

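For all 4 genes that the authors measured in the cDNA libraries by qPCR, the Ct value reported in the paper's File S1 was lower in CC2 than in CC1. The paper's Ct values differed by 2.3 cycles for the actin gene ACT2, by 2.0 cycles for ACT11, by 2.9 cycles for the elongation factor gene EF-1α and by 1.6 cycles for the ubiquitin-conjugating enzyme gene UBC9. Among the sequenced hits, ACT2 had 240.5 hits in CC1 and 597 in CC2, a log2 ratio of CC2 to CC1 of 1.31. The other genes lay closer together, with log2 ratios of 0.04 for ACT11, -0.15 for EF-1α and -0.08 for UBC9. Actin genes may share reads with each other, so that the hits of ACT2 are uncertain, and hits measure the share of a transcript in a library rather than the yield of the library.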

The size distributions of around 0.1–1.5 kb indicated shortening of the RNA fragments as compared to the average full-length transcripts from *Arabidopsis thaliana* (1.5 kb). As a consequence, the sequence coverage of longer transcripts was not uniform but shifted to the 3′ ends of the transcripts (3′ bias). The bias was likely due to the oligo-dT primed cDNA generation, which has been reported to preferentially represent the 3′ ends of transcripts when compared to direct RNA fragmentation [8], [15]. However, optimized oligo-dT or direct RNA fragmentation protocols, such as described in [15], rely on mRNA enrichment and are therefore not suitable for the low amounts of total RNA obtained with the methods described here [16].

The libraries were sequenced using the SOLiD platform (version 3, Life Technology, Foster City). Each library was sequenced on one eighth of a slide resulting in a total number of 43'740'114 and 43'987'011 reads (50 bp) for the first (CC1) and the second (CC2) replicate, respectively. Potential sequencing errors were corrected using the SOLiD Accuracy Enhancement Tool (solidsoftwaretools.com/gt/project/saet). We first analyzed the data using an approach that is based on the alignment of reads to the *Arabidopsis thaliana* reference genome.

### Data analysis using a reference genome

The corrected reads were aligned to the *Arabidopsis thaliana* reference genome (www.arabidopsis.org) using TopHat [17], which is designed to identify previously undescribed splice junctions. To avoid a potential underestimation of expression levels of gene family members with similar transcript sequences we allowed up to ten alignments per read. The alignments of those reads were then weighted based on the number of uniquely aligned reads in the neighborhood. By these criteria, around 42% of the reads had at least one valid alignment, corresponding to 18'907'766 (CC1) and 18'038'960 (CC2) weighted alignments (in the following sections we use “hits” as a synonym for an alignment that was weighted).

#### Genome-wide patterns

To get a genome-wide overview of the results, we classified the hits based on their location in the genome (Table 1). 

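The hits on annotated loci were led by short transcripts of small proteins. The 20 nuclear protein-coding loci with the most hits took 161825 HPM in CC1 and 187183 in CC2 (mean 174504 ± 17931, SD, n = 2), and 10 of them are annotated as defensin-like, a family of small secreted cysteine-rich proteins. Their median transcript length was 441 bp, against 1710 bp over the expressed protein-coding loci. Within the replicates, the 10 loci with the most hits of any kind took 11.4% of the listed hits in CC1 and 13.5% in CC2, and the top 100 took 30.0% and 32.7%. Loci of the chloroplast and the mitochondrion took 0.88% of the listed hits in CC1 and 0.54% in CC2. Summed over the listed loci, the hits of CC1 and CC2 made up 98.7% and 98.6% of the hits on exons and splice junctions that the paper's Table 1 gives for the replicates.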

The majority of the hits was found within exons and across splice junctions (82.6%). The other hits could be divided into four groups with hits (i) mapping to intronic regions (8.5%), (ii) located at or very close (distance below 200 bp) to the borders of known loci (4.8%), (iii) overlapping with known transposable elements in the intergenic regions (1%) and (iv), isolated from any known genomic feature (3.1%). For each group we then obtained the genomic regions which were sequenced in both replicates and calculated the number of hits overlapping with these “reproducibly sequenced” regions (Table 1). Overall, the sequence coverage between the replicates was highly similar with around 97.1% of all hits overlapping with a reproducibly sequenced region. Hits specific to one replicate were likely caused by a slightly differential amplification efficiency between the replicates. Furthermore, it is also possible that a higher sequencing depth would improve the similarity between the replicates in terms of sequence coverage. Nonetheless, the high percentages clearly indicate a good reproducibility of sequence coverage on a genome-wide scale.

**Table 1:** Classification of alignments.

genomic region	CC1	CC2
genome and splice junctions (total)	18'907'766.00 (97.93%)	18'038'960.00 (96.22%)
exons and splice junctions	15'456'413.54 (98.50%)	15'069'463.75 (96.65%)
introns	1'652'728.54 (93.66%)	1'485'453.60 (92.67%)
regions flanking loci	977'004.27 (95.66%)	797'708.77 (94.22%)
transposable elements outside of loci	200'268.10 (94.34%)	166'855.87 (94.39%)
remaining intergenic regions	621'351.56 (93.23%)	519'478.01 (91.56%)

The table summarizes the number of hits found in a certain genomic region. The percentage of these hits which were overlapping with regions sequenced in both replicates are given in parentheses.

Overall, the percentage of non-exonic hits (in total 17.4% of all hits) is well above the percentages reported in other RNA-Seq studies on *Arabidopsis thaliana* (pool of organs and seedlings in [18]: 7%; unopened flower buds in [19]: 3.5%). An explanation for this difference may be that the annotation of the *Arabidopsis thaliana* genome is widely based on sequencing of cDNAs and expressed sequence tags (ESTs) originating from larger plant structures or whole plants. Transcripts uniquely expressed in small structures or rare cell types, such as the female gametophytic cells, were therefore less likely to be detected due to a dilution effect. Thus, the high percentage of intergenic hits in the data presented here may partly reflect transcripts or transcript isoforms specific to the central cell. Detailed analysis of transcript isoforms from known loci is, however, difficult due to the non-uniform sequence coverage. Nonetheless, we used the intergenic hits which were isolated from any known genomic feature to search for (fragments) of transcripts from previously unannotated loci. To identify these loci we used cufflinks [11], which is designed to assemble transcripts from reads which were aligned to a reference genome (with the focus on paired-end read libraries). Using single-end and unstranded reads, the program assumes uniform coverage along a transcript. It is therefore not well suited for an in-depth analysis of data generated with the methods presented here. Nonetheless, we could identify 78 (CC1) and 115 (CC2) potentially new transcripts, which were supported by one or more splice junctions (Table S1). Many of them showed a coverage pattern similar to the one observed for annotated transcripts (example in Figure 2B). These transcripts corresponded to 75 (CC1) and 112 (CC2) putative loci, in the following termed “splice-loci”. 

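The potentially new transcripts were short. They had a median exon length of 352 bp in CC1 and 428 bp in CC2, and their median coverage in the paper's table was 22.6 and 13.9. In CC1, 75 of 80 introns (93.8%, 95% Wilson interval 86.2 to 97.3) began with GT and ended with AG on the strand given in Table S1, and in CC2 115 of 122 did (94.3%, 88.6 to 97.2). TopHat searches for junctions by such signals, so that this share was largely set by the alignment. In the later annotation of the assembly TAIR10.1, 46 of the 78 transcripts of CC1 (59.0%) and 70 of the 115 of CC2 (60.9%) overlapped an annotated locus. The locus encoded a protein for 23 transcripts of CC1 and 36 of CC2, and it was a long non-coding RNA for 13 and 16. The other 10 and 18 overlapped loci of other kinds. Because the libraries are unstranded, overlaps were counted on either strand.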

To compare their genomic location between the two replicates, we calculated for each of them the overlap with a splice-locus/loci from the other replicate and counted the number of splice-loci with an overlap above a certain threshold (Figure S1). Splice-loci with very low expression values (less than 25 hits) showed a poor overlap between the two replicates, irrespective of the threshold (11% with perfect overlap and 16% with an overlap of at least 10%). Reasons for this may be a higher variability between the two replicates at low expression levels, a stronger influence of sequencing or alignment errors, and a sparse read coverage leading to a highly fragmented assembly. Splice-loci with higher expression values exhibited substantially higher overlaps, ranging from 17% (perfect overlap) to 48% (overlap of at least 10%). However, the number of splice-loci with an overlap above a certain threshold increased substantially, when overlaps of splice-loci with loci from transcripts not supported by splice junctions were also considered to be valid (19% perfect overlap, 85% with an overlap of at least 10%), likely indicating a fragmented assembly due to a lack of gapped alignments. 

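Part of the splice-loci was found at the same place in both replicates. With a minimum overlap of 10% of its length, 40 of the 75 splice-loci of CC1 (53.3%, 95% Wilson interval 42.2 to 64.2) overlapped a splice-locus of CC2. In turn, 41 of the 112 of CC2 (36.6%, 28.3 to 45.8) overlapped one of CC1. Over all 187 splice-loci this was 43.3% (36.4 to 50.5), and 42.8% when the strand had to be the same. A minimum overlap of 50% was found for 74 of them (39.6%, 32.8 to 46.7), with 52.0% (40.9 to 62.9) in CC1 and 31.2% (23.4 to 40.3) in CC2. A perfect overlap was found for 25 (13.4%, 9.22 to 19.0), with 25.3% (16.9 to 36.2) in CC1 and 5.36% (2.48 to 11.2) in CC2. The shares of CC1 and CC2 count the same overlaps from each side, over 75 and 112 loci. Each overlap is also taken over the length of the locus itself, so that a shorter locus is more easily covered in full. The intervals therefore test no difference between CC1 and CC2, and those over all 187 count both members of a pair. With hits estimated from the coverage and the exon length of Table S1, 77 of the 172 splice-loci with at least 25 hits (44.8%, 37.5 to 52.2) and 4 of the 15 with fewer (26.7%, 10.9 to 52.0) reached the overlap of 10%. The intervals by hits overlap, and the split by estimated hits was chosen after seeing the data.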

Given that the assembly, especially of transcripts with low to moderate expression levels, is strongly depending on sequencing depth [11], we expect that an increased sequencing depth together with the use of paired-end reads would improve the assembly and thus, the overlap between the replicates. Taken together, we suggest that the potentially new transcripts identified in this study with cufflinks should be considered as preliminary, still requiring further experimental exploration and validation. Nonetheless, we consider cufflinks as a valuable tool to start the search for potentially new transcripts in unannotated regions. It provides a basis to explore so far unknown transcribed regions also by other methods such as sequence alignment or gene prediction.

**Figure 2:**
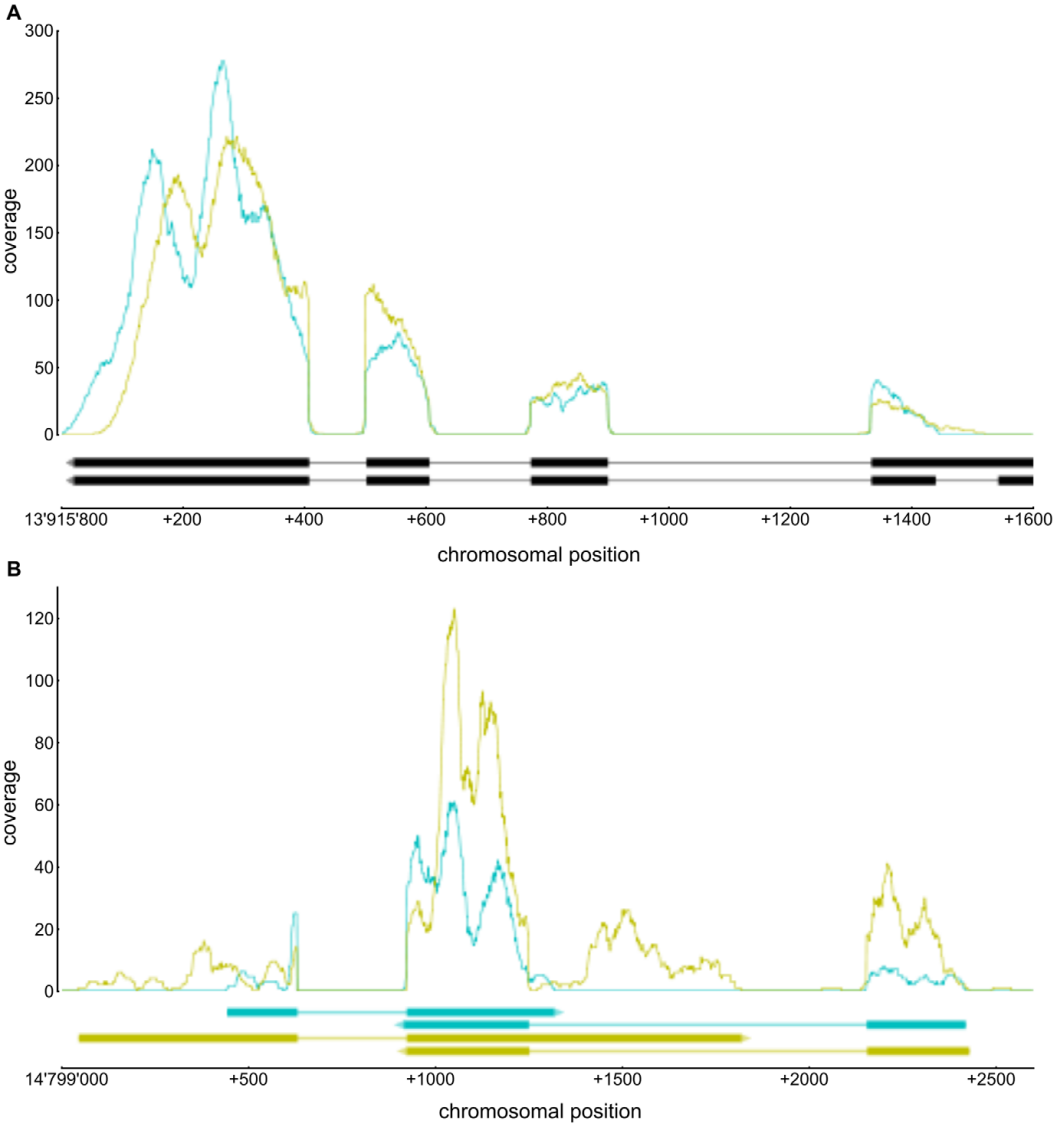
Examples of sequence coverage in annotated (A) and unannotated (B) regions. Graphs in the upper parts of the panels represent the number of hits per base within the two replicates (CC1: cyan, CC2: yellow). Transcripts are drawn in the lower parts of the panels: dark boxes represent exons, bright lines mark introns and the arrowhead depicts the direction of transcription. (A) Sequence coverage at the region around the locus *AT4G27960* (*UBC9*) on chromosome 4. The two transcripts represent two isoforms of *AT4G27960*. Clearly visible is the lack of coverage at the introns and the non-uniformity of sequence coverage with the maxima close to the 3′ end of the transcripts. (B) Sequence coverage at a region on chromosome 5, which is not annotated as being transcribed. Hits in this region were assembled into transcripts using cufflinks [11]. For each replicate, two transcripts with overlapping 3′ ends could be assembled (CC1: cyan, CC2: yellow). Notably, the sequence coverage along these transcripts resembles the coverage observed at annotated transcripts (A). Also visible are the unsharp transcript boundaries which vary between the replicates.

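UBC9 (AT4G27960), a ubiquitin-conjugating enzyme gene used as a control, lies on chromosome 4 of TAIR10.1 from 13915531 to 13917500 on the minus strand and has 4 exons and a transcript of 1278 bp. It held 1239 hits in CC1 and 1175 in CC2. Scaled to the listed hits, this was 80.1 ± 1.48 HPM (SD, n = 2), so that the replicates differed by little at this gene. Coverage by base is not analysed here.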

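The region on chromosome 5 held a transcript on each strand, and the introns of both were placed at the same bases in CC1 and CC2. On the reverse strand, the intron ran from 14800251 to 14801154 (904 bp), began with GTTAGTTTTAAT and ended with AATTTTTTGAAG, the usual GT and AG. On the forward strand, it ran from 14799631 to 14799923 (293 bp), began with ATCTCAAAGTTT and ended with CAATTCCCCAAC. It thus has AT and AC in place of GT and AG, and whether these serve as splice signals was not examined. The outer ends differed between the replicates, from 14799443 to 14800318 in CC1 and from 14799046 to 14800818 in CC2 on the forward strand. On the reverse strand they ran from 14799916 to 14801419 in CC1 and from 14799923 to 14801427 in CC2. TAIR10.1 has no locus in this region. The nearest are AT5G37352, a transcribed pseudogene that ends 1890 bp before it, and the protein-coding AT5G37360, which starts 3786 bp after it.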

#### Transcriptional profiling

To get an overview of the hits mapping to annotated transcripts, we visualized the coverage at the transcripts (example in Figure 2A). This confirmed a 3′ bias, which was likely introduced during cDNA synthesis, within the data [15]. The 3′ bias partly counteracts the transcription length bias discussed in [20], due to a non-uniform coverage along a transcript. 

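Long transcripts were found to be expressed more often than short ones, but did not collect more hits. Of the nuclear protein-coding loci in the shortest quintile by transcript length (up to 888 bp), 34.9% were expressed, against 77.1% of those in the longest quintile (2300 bp and more). The median number of hits of the listed loci fell from 373 in the shortest quintile to 270 in the longest in CC1, and from 296 to 220 in CC2. Across loci, hits and transcript length had a Spearman correlation of -0.07 in CC1 and -0.06 in CC2; loci are not independent replicates, and no p-value was computed. Divided by length, the median fell from 590 to 86.8 hits per kb in CC1 and from 445 to 67.3 in CC2. Abundance and length of the transcripts cannot be separated in these values.

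**Figure D1:**
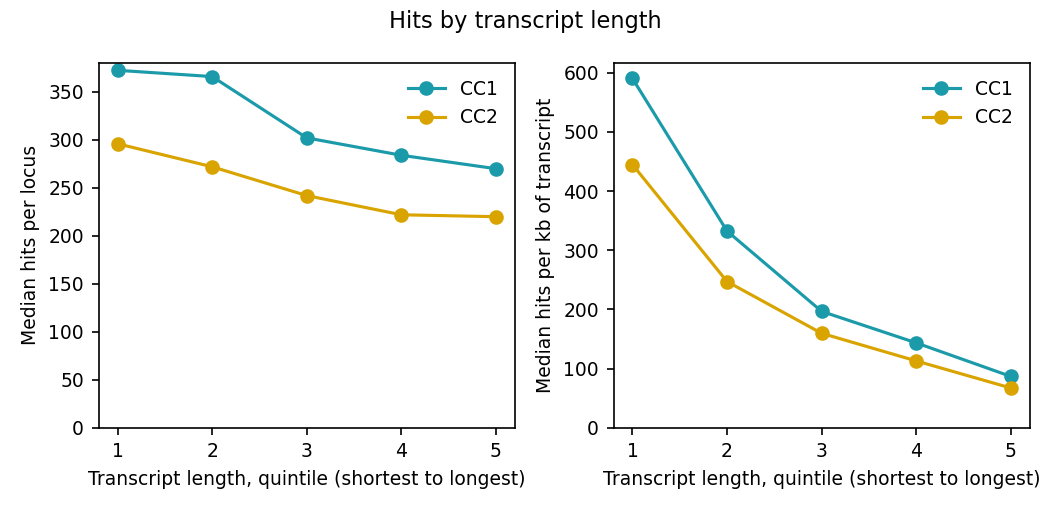
Median hits per listed protein-coding locus (left) and median hits per kb of transcript (right), on the y-axes, for the quintiles of nuclear protein-coding loci by transcript length on the x-axes, in CC1 (cyan) and CC2 (yellow). Hits per locus fell from 373 to 270 in CC1, while hits per kb fell from 590 to 86.8.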

The relationship between the number of hits per transcript and its length is therefore only linear at the 3′ end of the transcript where the coverage is still uniform. Assuming a linear relationship over the entire length would thus lead to an underestimation of expression values from longer transcripts (e.g. RPKMs in the ERANGE software [21]). A possibility would be to take only hits in a certain distance to the 3′ end. However, this would exclude a certain proportion of the data [20]. We therefore decided to use the total number of hits mapping to the transcripts of a locus as expression value for the locus. Hits mapping to more than one locus (ambiguous hits) were proportionally distributed based on the number of unambiguous hits. Loci with transcripts having less than five hits or no hit located within the 250 bps at the 3′ end were discarded, the others declared as being expressed. 

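The central cells expressed 16598 protein-coding loci, and smaller numbers of pseudogenes and RNA genes. Among the latter were 240 pseudogenes, 171 transcribed pseudogenes, 88 long non-coding RNAs, 60 small nucleolar RNAs and 17 microRNA loci. These types are those of TAIR10.1. No expressed locus was typed there as a transposable element gene, a class that the paper counts. The pseudogenes may therefore include such genes. Protein-coding loci took 968730 HPM. Small nucleolar RNAs were listed in both replicates for 90.0% of their expressed loci and pseudogenes for 47.5%, against 78.0% of the protein-coding loci. The most abundant protein-coding locus was AT3G03828, an uncharacterized protein gene with a 431 bp transcript on chromosome 3 (979379 to 979900), with 290131 hits in CC1 and 319742 in CC2. It was followed by AT3G05460 with 18421 ± 1316 HPM (SD, n = 2), AT2G24693 with 15639 ± 3396 and the defensin-like gene AT3G24510 with 14725 ± 1738. Over the top 20, the largest difference between the replicates was 1.41-fold. Of the expressed loci, 156 had no match in the annotation of TAIR10.1, of which 100 are loci of the chloroplast and the mitochondrion.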

Of the 33'598 annotated genes, pseudogenes, and transposable element genes, 17'419 (51.8%) met these criteria in at least one of the replicates (Table S2). Among these genes, 13'426 were found within both replicates. The other 3'993 loci were specific to one of the replicates (CC1: 1'028, CC2: 2'965). These loci had generally low expression values in the replicate in which they were detected (Figure 3A). It is therefore possible that a higher sequencing depth would reduce the number of replicate-specific loci. 

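Loci found in a single replicate mostly held few hits. The 1028 loci listed in CC1 only had a median of 48 hits (quartiles 20 and 100), against 328 hits in CC1 for the loci listed in both replicates, and the 2965 loci listed in CC2 only had a median of 40 (19 and 82), against 315 in CC2. Of the loci with 5 to 9 hits in CC2, 59.5% (95% Wilson interval 55.1 to 63.7) were not listed in CC1, and of those with at least 500 hits 0.36% (0.22 to 0.57) were not. In CC1 these shares were 39.9% (34.7 to 45.5) and 0.28% (0.17 to 0.47). The loci with the most hits in CC1 only were 3 of the chloroplast, led by ATCG00950 with 21368 hits. They were followed by GRF6 (AT5G10450), a 14-3-3 protein gene, with 5672 hits and SDH3-2 (AT4G32210), a succinate dehydrogenase gene, with 2710. In CC2 only, the non-coding RNA AT4G36648 had 2313 hits, AT5G15948 2042, the chloroplast locus ATCG01210 2029, AT3G02468 1604 and AT3G59020 1085. Coverage of the 3′ end and the sharing of hits between loci also decide which loci are listed. From the low values of these loci, the paper proposes it as possible that a higher sequencing depth would reduce their number.

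**Figure D2:**
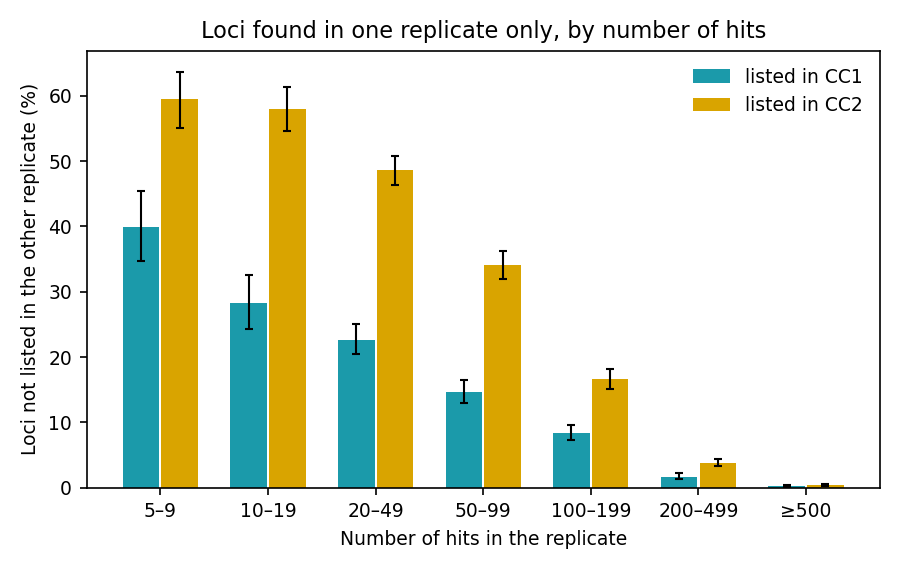
Share of the loci of a replicate that were not listed in the other replicate (y-axis, percent) by the number of hits in the replicate (x-axis), for CC1 (cyan) and CC2 (yellow). Error bars are 95% Wilson intervals over loci taken as independent. They do not cover the spread between replicates. The share fell from 59.5% to 0.36% in CC2 and from 39.9% to 0.28% in CC1.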

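The 13 housekeeping genes of the list differed between the replicates from 1.01-fold at UBQ10 to 2.55-fold at ACT2. UBQ10 had 286 ± 1.07 HPM (SD, n = 2) and the elongation factor gene AT5G60390 1419 ± 80.2. The protein phosphatase subunit gene PP2AA3 had 72.0 ± 2.31, while ACT8 with 126 ± 40.1 and PEX4 (UBC21) with 27.7 ± 14.3 lay further apart. Outside this list, the ubiquitin extension gene UBQ1 of the ribosomal protein family had 1059 ± 6.71. The largest difference at a locus with at least 50 hits in both was at the thionin gene THI2.1 (AT1G72260), with 212 hits in CC1 and 11568 in CC2. Across the 17419 expressed loci, CC1 and CC2 had a Spearman correlation of 0.827 and a Pearson correlation of 0.647 on log2(hits + 1), with an unlisted locus taken as 0. On the linear scale of the hits, the Pearson correlation was 0.989. These correlations are across loci, which are not independent replicates.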

Beside this difference within the presumably low abundant transcripts, the replicates were highly similar (Figure 3A). However, the differences highlight the importance of replication that is necessary to estimate the variability in the data, especially of the genes with presumably low expression levels.

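Genes with few hits differed more between the replicates than abundant ones. The biological coefficient of variation that edgeR estimated from the loci listed in both replicates was 0.514. By quintiles of abundance it fell from 0.689 at a median of 58.5 hits, through 0.657, 0.485 and 0.362, to 0.244 at a median of 1762 hits. The median locus differed 2.08-fold between the replicates in the lowest quintile and 1.21-fold in the highest. Among DNA replication genes of similar abundance, MCM2 had 39.5 ± 0.65 HPM (SD, n = 2) and PCNA2, which may share reads with PCNA1, 39.3 ± 11.1. The clock gene CCA1 (AT2G46830) had 55 hits in CC1 and 966 in CC2, and the bromodomain gene GTE4 (AT1G06230) 717 in CC1 and 63 in CC2. With unlisted loci taken as 0 the coefficient was 1.15, and the root of the median dispersion that DESeq2 gave for single loci was 0.269. The spread of the cells, of the dissection and of the amplification cannot be separated with 2 replicates.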

**Figure 3:**
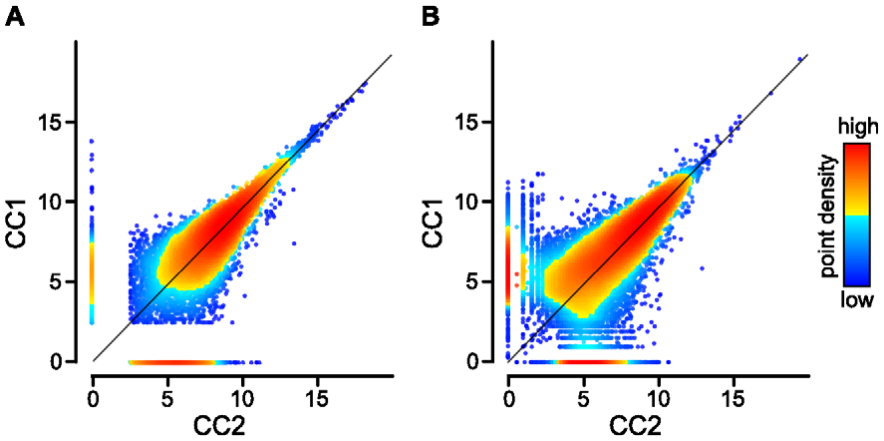
Comparisons of expression values between the two RNA-Seq replicates. In each panel, the expression values (log2 of the number of hits plus one) for each feature are plotted on the x-axis (CC2) and the y-axis (CC1). Colors indicate the point density: red and blue indicate the highest, respectively lowest, densities. (A) refers to the approach that was based on the alignment of reads to the reference genome: given are the expression values of the “expressed” genes (Pearson correlation: 0.99, Spearman correlation: 0.83). (B) refers to the approach that was based on *de novo* assembly of the short reads. Reads from both replicates were pooled and assembled together. To calculate expression values, reads from both replicates were aligned to the assembled transcriptome (Spearman correlation: 0.87).

To compare the data generated with RNA-Seq to the one measured with the ATH1 microarrays [3], the expression values of the RNA-Seq data were transformed (log2(x+1)). ATH1 expression values and present calls were obtained as described in [22] (Table S2).

We first compared the average expression values. 

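Genes with a high signal on the ATH1 array were nearly all listed in the RNA-Seq data, and genes with a low signal less often. Table S2 was used here only for the first 1999 of the 21440 array genes, in the order of the locus names, and 1392 of these (69.6%) were listed in at least 1 replicate. By quintiles of the paper's array value, the share listed rose from 39.0% through 56.8%, 70.7% and 85.3% to 96.5%, and the median of the mean hits, with an unlisted locus taken as 0, rose from 0 to 638. The mean of log2(hits + 1) had a Spearman correlation of 0.611 with the paper's mean array value over these genes. Present calls of the array are not analysed here, and genes are not independent replicates.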

Using only the genes which have a corresponding probe set on the ATH1 array (21'440), we found that the measures of transcript abundance were well correlated (Figure 4A). Differences could be observed where array expression values were relatively high and the expression values from the RNA-Seq data small or zero (in agreement to [9]). This observation may be due to probe-specific background hybridization on the array [9].

**Figure 4:**
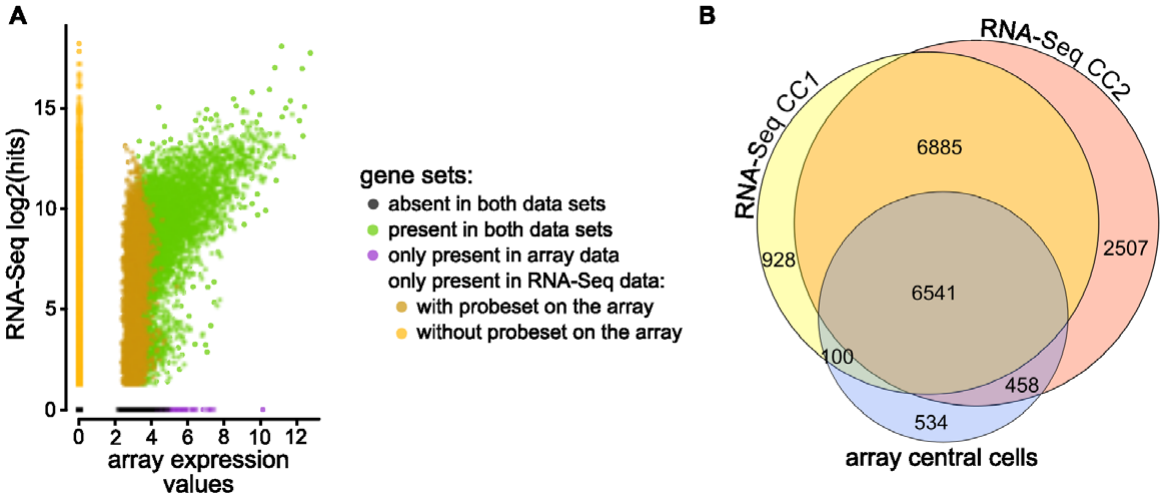
Comparisons between microarray and RNA-Seq data. (A) The average number of hits (log2(x+1)) for each gene are plotted on the y-axis and the corresponding normalized expression values from the array data are shown on the x-axis. Expression values of the genes having a probeset on the array are well correlated between the technologies (Spearman correlation: 0.63). (B) A Venn diagram summarizing the overlap between genes detected to be expressed in the RNA-Seq data sets and the array data.

We next compared the transcriptomes. From the 7'633 genes which were found to be expressed in the ATH1 array data, 93% were also detected in the RNA-Seq data (Figure 4B). The remaining 7%, exhibited medium expression values in the array data (Figure 4A). As mentioned before, it is possible that expression values for some of those genes were elevated due to probe-specific background hybridization. In addition to the 7'099 genes found in both data sets, 10'320 genes were only detected in the RNA-Seq data. From these, 34.6% were *a priori* not measurable using the ATH1 array because it lacks the corresponding probesets. The other 65.4% had low expression values in the array data. It is therefore likely that these signals could not be separated from the background [23].

#### Comparing RNA-Seq and ATH1 array data from central cells

Given the differences in the size of the transcriptomes, we investigated a potential effect on the functional characterization of the central cell transcriptome. In terms of gene functions, the transcriptome measured with microarrays may either be a representative subset of the transcriptome determined using RNA-Seq or show a systematical over- or underrepresentation of genes having certain functions. Considering that the few array-specific genes were likely to be false positives, such systematic overrepresentation of functional groups in the array data would arise either from those false positives or from a sampling artifact, which may occur if a certain functional group was very well characterized at the time the ATH1 microarray was designed, and thus, almost entirely represented on the array. We therefore only tested for overrepresentation of transcripts encoding a given combination of protein domains (InterPro, www.ebi.ac.uk/interpro) in the RNA-Seq data compared to the array data (Figure 5, Table S3). Enrichment in the RNA-Seq data may originate from specific groups of genes newly detected due to either the higher sensitivity, which increases the propability to detect low expressed genes, or the whole-genome coverage that allows to detect genes which are not measurable with the ATH1 microarrays due to a lack of the corresponding probeset. The latter is a consequence of the ATH1 microarray design and would not occur with arrays covering the whole genome. We therefore performed two tests to separate the two effects from each other.

**Figure 5:**
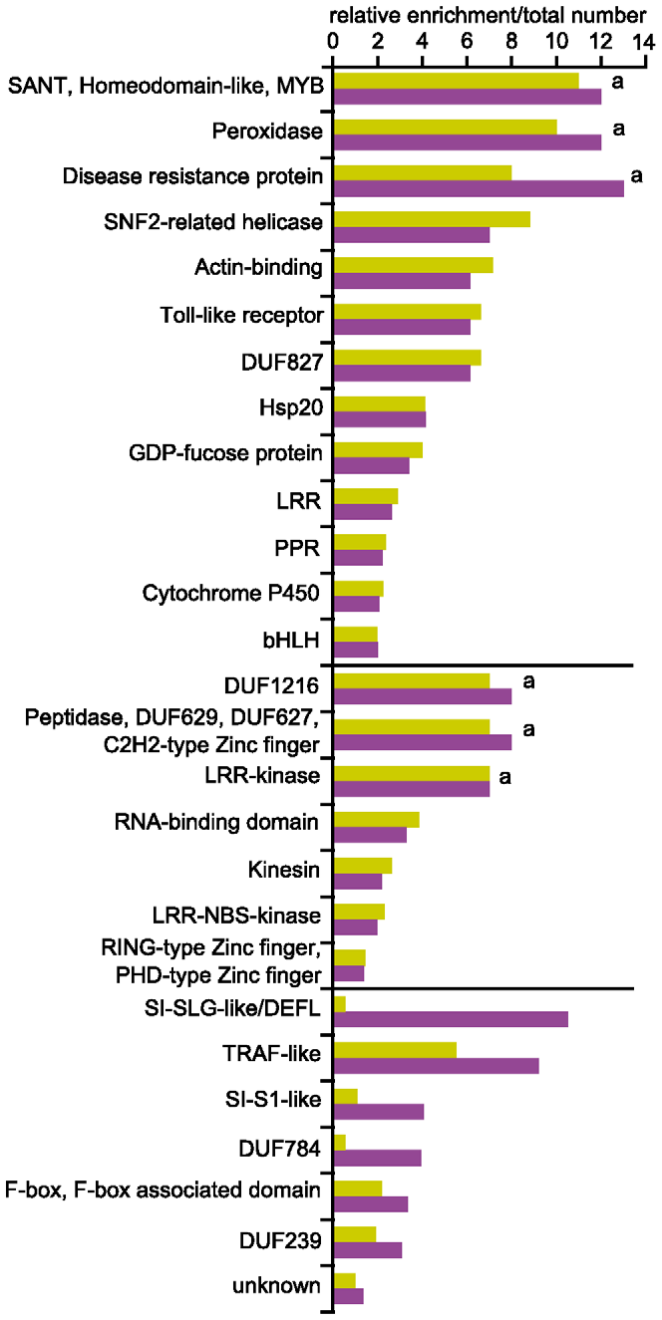
Test for enrichment of InterPro domains in RNA-Seq data compared to array data. The graph shows the relative enrichment of (combinations of) InterPro domains (simplified description, details are given in Table S3) in the RNA-Seq data compared to the array data, which was found to be significant. If the combination did not occur in the array data, the enrichment value was set to the total number of occurences of the combination in the RNA-Seq data (marked with a). We performed two tests to separate the effect of the higher sensitivity (yellow) from the effect caused by the whole-genome coverage (magenta). Combinations of protein domains in the upper, middle, and lower part of the figure were significantly enriched in both, the first, and the second test, respectively. Abbreviations: DUF: domain of unknown function, LRR: leucine rich repeat, PPR: pentatricopeptide repeat, bHLH: basic helix-loop-helix, NBS: nucleotide binding site, SI-: self-incompatibility, DEFL: defensin-like. The term “unknown” comprises all transcripts without an InterPro annotation (includes also non-protein-coding genes).

To test for enrichment likely caused by a higher sensitivity, we compared the functional characterizations of the transcriptomes determined using the array or the RNA-Seq data and excluded the genes missing a corresponding probeset on the ATH1 microarray. From 4'657 distinct (combinations of) protein domains found in this set of genes, 20 were significantly enriched in the RNA-Seq data compared to the array data (Fisher's exact test, one-sided p-value<0.05). Among them, (combinations of) domains which might play important roles in cell fate determination were identified: signal perception and transduction (Toll-like receptor), chromatin remodeling (SNF2-related helicase), regulation of transcription (SANT, Homeodomain-like, MYB), and RNA-binding (Figure 5).

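Most SNF2 helicase genes were expressed in the central cells, and a smaller share of the MYB and disease resistance genes. Of 46 genes with a SNF2 helicase annotation, 37 were expressed, more than in 99.6% of 10000 random lists of as many protein-coding loci and more than in 76.5% of lists matched on transcript length. CHR4 (AT5G44800) had 150.4 ± 5.44 HPM (SD, n = 2), INO80 112 ± 4.85 and SYD 104 ± 8.62. Of 330 MYB genes, 145 were expressed, among them AT2G24960 with 214 ± 5.25 HPM and MYB73 with 179 ± 19.1. Of 181 disease resistance genes with a nucleotide binding site, 78 were expressed, led by AT5G66910 with 44.2 ± 21.1. None of the random lists held fewer expressed loci than the MYB or the disease resistance genes. Pentatricopeptide repeat genes, whose proteins bind organelle RNA, were expressed for 333 of 492, more than in 99.95% of the random lists but more than in only 5.63% of the matched lists. Of these, 212 were listed in both replicates, as were 50 of the disease resistance genes. Families were taken from the gene descriptions of TAIR10.1, and the percentiles describe these libraries without a test.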

To estimate the effect of the whole-genome coverage on the functional characterization, we performed a second enrichment analysis, which included also the genes missing a corresponding probeset on the ATH1 microarray and could identify seven additional (combinations of) protein domains showing significant enrichment in the RNA-Seq data. The largest group comprised genes with an “unknown” domain, which included uncharacterized protein-coding as well as non-protein-coding genes. 

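Of the 17419 expressed loci, 3083 had no InterPro annotation in TAIR10.1, and the paper's Table S3 gives 3133 for the RNA-Seq data. Of these 3083, 2418 (78.4%) were protein-coding and 665 (21.6%) were not. By the types of TAIR10.1, the latter were mostly pseudogenes, transcribed or not, followed by long non-coding RNAs. The pseudogenes may include transposable element genes. Among the smaller groups were 11 small nuclear RNAs and 4 transfer RNAs. Among the protein-coding loci without a domain was AT2G24693, annotated as a protein of unknown function. Loci without a match in TAIR10.1 were left out, and the array was not examined for these groups here.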

The enrichment was therefore likely due to the non-protein-coding genes from which only few are represented on the ATH1 microarray. 

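Nearly all DUF784 genes were expressed in the central cells, and smaller shares of the other groups. With the exact domain combination taken from the annotation of TAIR10.1, 36 of 40 loci with DUF784 were expressed, 28 of 49 with DUF239, 37 of 65 with the S1 self-incompatibility domain, 24 of 44 with the SI-SLG-like domain of defensin-like proteins, and 1 of 3 with the meprin and TRAF homology (MATH) domain alone. With the TRAF-like parent term left out, a choice made for this domain only and after its count had been seen beside Table S3, 21 of 57 MATH loci were expressed. Of the 20 combinations that pass the paper's threshold in the test over the whole transcriptome in Table S3 (loci without annotation counted as 1), 12 had the paper's number of RNA-Seq loci and 8 did not, and the combination of F-box and F-box associated domains was found at no locus of TAIR10.1. By gene description, 44 of 96 TRAF-like genes were expressed, fewer than in nearly all random lists of as many protein-coding loci (percentile 0.16), with AT5G52330 at 112 ± 44.7 HPM (SD, n = 2) and the ubiquitin protease gene UBP13 at 81.8 ± 28.5. F-box genes, whose proteins select targets for degradation, were expressed for 332 of 795, 218 of them in both replicates, and none of the random lists held fewer.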

The other six groups contained genes encoding for domains of unknown function (DUF784, DUF239), meprin and tumour necrosis factor receptor associated factor homology domains (TRAF-like), F-box and F-box associated domains, S1 self-incompatibility related proteins (SI-S1-like), and small cysteine rich defensin-like proteins (SI-SLG-like/DEFL, Figure 5). Interesting to note is that the latter were implicated as signaling molecules required for pollen tube guidance in *Zea maize* and *Torenia fournieri* [24], [25]. In *Arabidopsis thaliana* they might contribute to the role of the central cell in pollen tube guidance [3], [26] or, what remains to be examined, as well function as signaling molecules within the mature embryo sac.

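By summed hits, which are not scaled by transcript length, defensin-like genes were the highest of the 16 families examined. Of 219 genes with this annotation, 116 were expressed, 103 of them in both replicates, and together they took 114861 HPM in CC1 and 126777 in CC2 (mean 120819 ± 8426, SD, n = 2). LCR48 (AT3G48231), on chromosome 3 from 17858234 to 17858874, had 10205 ± 2057 HPM. AT5G16453 had 9973 ± 1389 and AT1G77525 had 7262 ± 125. More genes of the family were expressed than in 1.00% of 10000 random lists of as many protein-coding loci, but more than in all lists matched on transcript length. The median expressed member took 75.3 HPM, below the 105 HPM of the median ribosomal protein gene. Paralogs of this family may share reads, which makes the values of single genes uncertain.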

Taken together, we found that the two technologies correlate relatively well. Most of the transcripts detected in the array data were also detected in the RNA-Seq data (7'099). However, we could identify additional 10320 genes which are likely to be expressed in the central cell. A third of those could not be measured with the ATH1 microarray due to the lack of the corresponding probesets. This differences are therefore largely due to the ATH1 microarray design and would not occur in experiments using microarrays with whole-genome coverage. Importantly, however, the other two thirds could be attributed to the higher sensitivity of RNA-Seq compared to microarrays. Interestingly, this did not only increase the estimated size of the transcriptome, but also had an effect on the functional characterization of the transcriptome. Given that RNA-Seq is highly accurate [8], [9], [21], [27], the results demonstrate the superior performance of RNA-Seq over the array based method for the transcriptional profiling of specific cell types. Nonetheless, at the moment microarrays still have certain advantages. Numerous tools were developed, tested, and used extensively for analysis of data from a broad range of experiments, offering reliable and efficient data analysis for almost any experiment. Compared to this, RNA-Seq data analysis is still a relatively new field of research which, however, evolves rapidly. Experience with the available tools is therefore rather limited compared to the ones used for microarray data analysis. Another advantage concerning the microarrays, which are frequently used, is the vast amount of publicly available data sets generated over the past years. For *Arabidopsis thaliana*, data from more than 7000 ATH1 microarrays are currently available on NCBI (www.ncbi.nlm.nih.gov). This offers the possibility to relate a newly determined transcriptome to many others, as for example presented in [3] where the transcriptomes of the cells from the female gametophyte could be directly compared to the ones of 59 different tissues or cell types. However, these advantages are likely to decrease fast as it is most probably only a matter of time until RNA-Seq will be the method of choice for transcriptional profiling [28].

#### Genes specifically expressed in central cells

A frequent application of transcriptional profiling is the analysis of differential expression of genes between different tissues and cell types or time points. With this approach, Wuest and coworkers [3] could identify 431 genes (FDR<0.05) which are likely to be specifically expressed in the mature female gametophyte as compared to 59 different tissues and cell types from *Arabidopsis thaliana*. Most of them were specific to one of the three cell types (113, 163, and 144 in the central cell, egg, and synergid cells, respectively). Functional characterization further revealed an enrichment of specific posttranscriptional regulatory modules and metabolic pathways in each cell type [3]. Given the higher sensitivity of RNA-Seq and the whole-genome coverage, we expect that an analysis using transcriptomes measured with RNA-Seq would provide an even deeper insight to the unique nature of the transcriptome of the mature female gametophyte. However, the small number of publicly available RNA-Seq data from *Arabidopsis thaliana* and the lack of RNA-Seq data from egg and synergid cells hamper an in-depth analysis as performed in [3]. Nonetheless, to get preliminary insights into the unique nature of the central cell transcriptome, we performed a comparison of the central cell transcriptome with transcriptomes from other tissues and cell types from *Arabidopsis thaliana*, which had been analyzed by RNA-Seq. The test set comprised data from 2–4 cell and globular stage embryos [12], early globular embryos [29], whole plants (pool of organs) [18], seedlings [18], unopened flower buds [19], and male meiocytes [30], thus representing a diverse set of tissues and cell types.

Using edgeR [31] to test for differential expression, we could identify 1'418 genes (FDR<0.05) upregulated in the central cell compared to the other tissues and cell types (Figure 6). We could thereby confirm 75% of the genes previously found to be specific to the central cell [3]. We also found that 9% and 17% of the genes previously described as enriched in the egg and the synergid cells, respectively, showed significant enrichment in the central cell in our comparison. Cross-contamination is however unlikely considering that the central cell is very well separatable from the egg and the synergids. In addition, one would rather expect contamination from the egg cell instead of the synergids, as the egg is closer to the central cell than the synergids. We therefore suggest that the difference was likely an artifact due to the lack of RNA-Seq data from the egg and synergid cells: In our comparison, genes expressed in central cells at a level below the one in egg or synergid cells but above the level in all other tissues were identified as specifically enriched. However, if data from egg and synergid cells were included, these genes would not be identified as being enriched in central cells.

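Genes known as markers of the egg cell and of the synergids had hits in the central cell libraries, in amounts that differed between the replicates. All 5 EC1 genes, which encode proteins secreted by the egg cell, were listed in both replicates, with 1355 HPM in CC1 and 902 in CC2. Each was 1.39 to 1.90 times higher in CC1, and EC1.1 (AT1G76750) was the highest with 724 ± 167 (SD, n = 2). The transcription factor genes RKD1 and WOX2 were listed in neither replicate, while RKD2 had 18 hits in CC1 and 93 in CC2 and WOX8 had 35 and 15. Among the synergid genes, the regulator MYB98 was listed in neither replicate. The 5 LURE1 genes, which encode pollen tube attractants, summed to 208 HPM in CC1 and 960 in CC2, each 4.03 to 5.52 times higher in CC2, and LURE1.3 (AT5G43513) was the highest with 248 ± 223. NTA, which acts in pollen tube reception, had 57.8 ± 15.9, LRE had 0.70 ± 0.25 and FER, which is also expressed in other tissues, had 148 hits in CC1 only. The LURE1 genes are near-identical and share reads, so that they count as a single observation, and egg and synergid libraries are not analysed here. For genes earlier described as enriched in egg or synergid cells, the paper proposes that they appeared enriched because its comparison held no RNA-Seq data of these cells. Genes below the level of those cells but above that of the other tissues would then be called. Whether the EC1 and LURE1 genes are among them was not examined here.

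**Figure D3:**
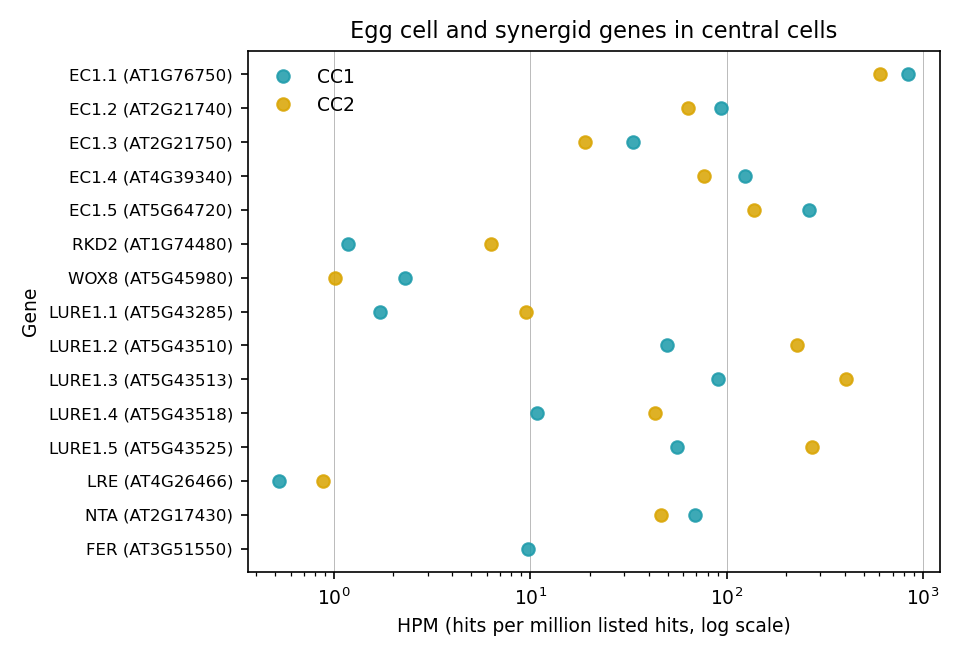
HPM (x-axis, log scale) of the listed egg cell and synergid genes (y-axis) in CC1 (cyan) and CC2 (yellow). A missing point is a gene not listed in that replicate. The EC1 genes lay 1.39 to 1.90 times higher in CC1 and the LURE1 genes 4.03 to 5.52 times higher in CC2.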

**Figure 6:**
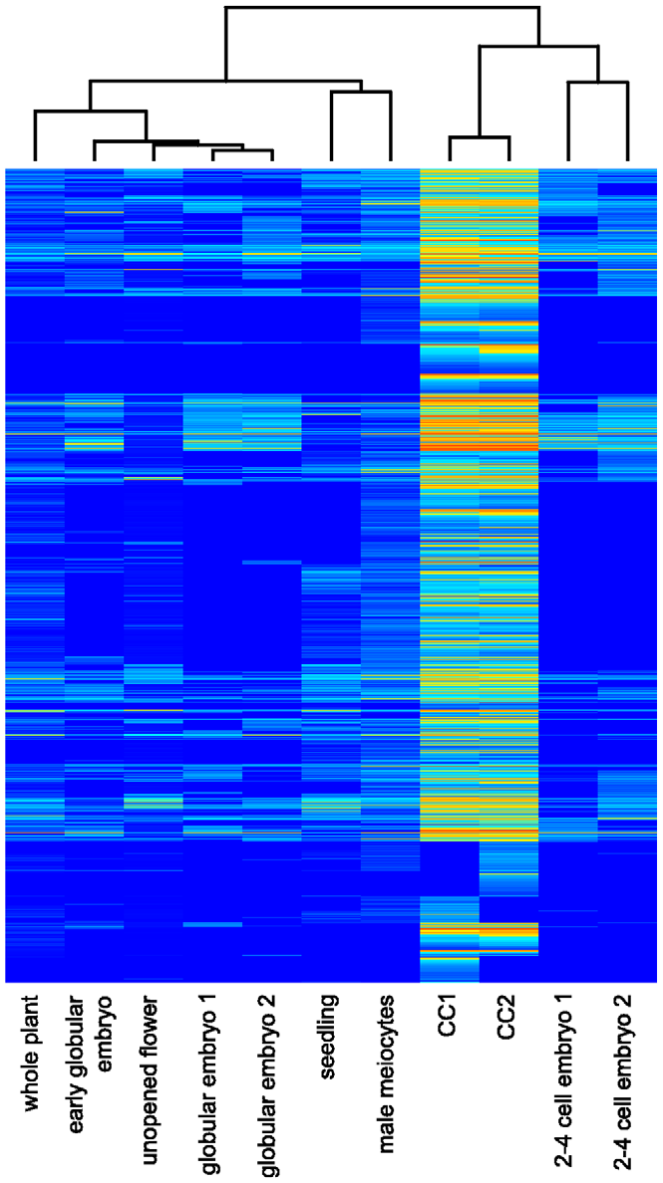
Genes enriched in the central cell compared to other tissues of *Arabidopsis thaliana*. Expression values of genes preferentially expressed in central cells are summarized in a heatmap (blue/red: low/high expression values). Expression values were equalized using edgeR [31] and log2(x+1) transformed. Samples and genes were clustered using Spearman correlation and hierarchical agglomerative clustering. Transcriptomes from whole plant and seedlings, unopened flowers, early globular embryos, male meiocytes, and 2–4 cell and globular stage embryos were obtained from [18], [19], [29], [30], and [12], respectively.

To characterize the set of genes found to be specifically enriched in the central cell, we used the InterPro annotation (www.ebi.ac.uk/interpro) and tested for enrichment of certain (combinations of) protein domains as described above (Table S4). We found 118 and 11 (combinations of) protein domains showing enrichment in the central cell at a low stringency (p-value<0.05) and high stringency (FDR<0.05) cutoff, respectively. Among the most significantly enriched, are several domains that are underrepresented on the ATH1 array: domains of unknown function (DUF784, DUF239), F-box and F-box associated domains, S1 self-incompatibility related proteins, and small cysteine rich defensin-like proteins (DEFLs). These results indicate that genes specific to the mature female gametophyte are generally underrepresented on the ATH1 array as observed previously [32]. However, even though underrepresented on the ATH1 array, several of them (F-box, DUFs, DEFLs) were already identified previously to be specifically enriched in the mature female gametophyte [3], with the DEFL being highly specific to the central cell, thus indicating good agreement between the comparisons performed in this study and [3]. 

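The enriched families differed in how much of the transcriptome they took and in how far the replicates lay apart. S1 self-incompatibility related genes, expressed for 37 of 68 by gene description, took 13627 ± 1698 HPM (SD, n = 2), with AT4G24974 at 6336 ± 740 and AT3G55254 at 2022 ± 385, and 28 of the 34 listed in both replicates were higher in CC1. F-box genes took 3902 ± 227, led by AT4G27050 with 138 ± 37.2 and FBL17, which acts in the cell cycle of the male gametophyte, with 135 ± 3.52. DUF239 genes took 3872 ± 60.8, led by AT5G60380 with 860 ± 38.4, and 15 of the 28 expressed were listed in both replicates and 18 in CC1. DUF784 genes took 1552 HPM in CC1 and 5659 in CC2. All 34 DUF784 genes listed in both replicates were higher in CC2, with a median of 3.50-fold, and AT5G42567 had 158 HPM in CC1 and 751 in CC2. Genes of this family may share reads. More S1 genes were expressed than in 12.3% of random lists of protein-coding loci and than in 99.9% of those matched on transcript length. The tissues of the enrichment test are not analysed here.

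**Figure D4:**
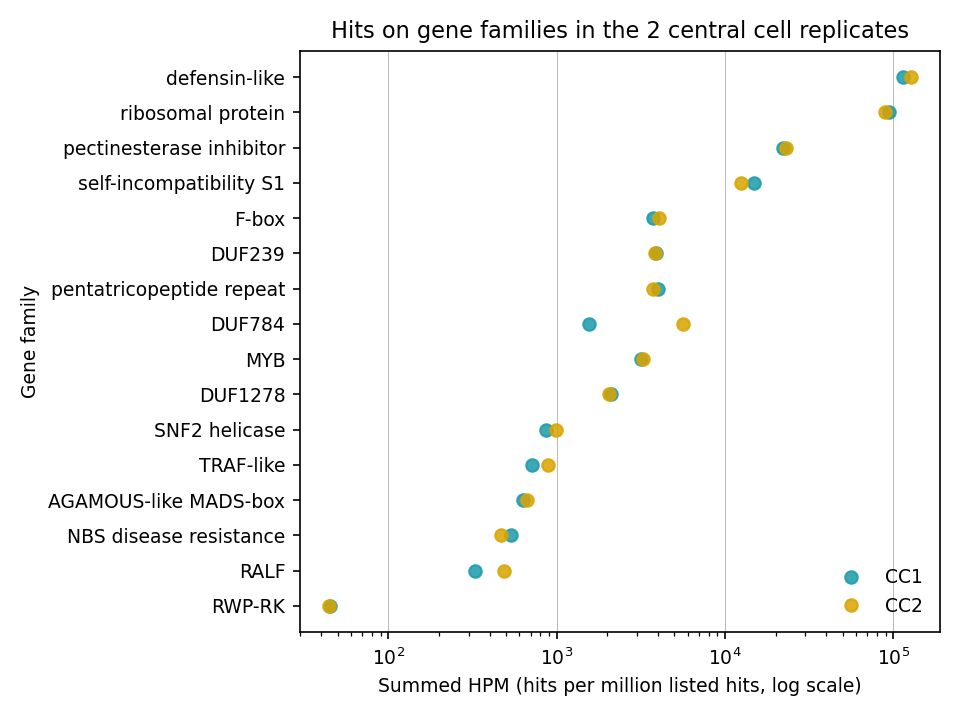
Summed HPM (x-axis, log scale) of 16 gene families (y-axis) in CC1 (cyan) and CC2 (yellow). Defensin-like genes reached 114861 in CC1 and 126777 in CC2, and the largest distance between the replicates was that of the DUF784 genes, with 1552 and 5659.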

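Some type I MADS-box genes that act in the central cell or the endosperm were clearly expressed, and others had few hits or were not listed. AGL80 (AT5G48670) had 84.7 ± 3.43 HPM (SD, n = 2), its partner AGL61 (AT2G24840) 105 ± 5.83, and the endosperm regulator AGL62 (AT5G60440) 93.3 ± 36.6. PHE2 had 2.49 ± 0.09, AGL28 had 12 hits in CC2 only and AT4G36590 (AGL40) 25 hits in CC1 only, while PHE1, AGL36, AGL90 and AGL23 were listed in neither replicate. Of all 122 MADS-box genes, 44 were expressed, and none of 10000 random lists of as many protein-coding loci held fewer. Together they took 648 ± 25.7 HPM. Of these 44, 27 were listed in CC1 and 22 in both replicates. Of 15 RWP-RK genes, 6 were expressed, with AT1G64530 at 24.5 ± 1.31 and AT2G43500 at 8.15 ± 5.53, and 3.16% of the random lists held fewer. The type of MADS-box genes outside those named was not assigned here.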

A similar overlap could also be observed for several (combinations of) protein domains which may play an important role in cell fate determination, such as the type I MADS-box and RWP-RK transcription factors. 

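The central cells expressed 11 of 15 genes of DNA methylation and demethylation and 7 of 9 SUVH histone methyltransferase genes. Of the former, 7 were listed in CC1, the same number as in both replicates. The DNA methyltransferase gene AT4G08990, on chromosome 4 from 5764781 to 5770496, had 175 ± 19.5 HPM (SD, n = 2), and its paralog MET2 (AT4G14140, 8145998 to 8152131) had 113 ± 31.2. Both exceeded the maintenance methyltransferase gene MET1, with 22.2 ± 0.25, but they are similar in sequence and may share reads. The chromomethylase gene CMT1 (AT1G80740), on chromosome 1 from 30342394 to 30347048, had 125 ± 1.68, while CMT3 had 26.3 ± 18.1 and CMT2 was listed in CC2 only with 14 hits. SUVH8 (AT2G24740), on chromosome 2 from 10529690 to 10531957, had 31.1 ± 10.5, and SUVH6 was the highest of its family with 93.7 ± 6.92. The DNA glycosylase gene DME had 283 ± 22.7, DML2 was listed in CC2 only with 358 hits, and ROS1, DML3, DRM1 and DRM3 were listed in neither replicate. DRM2 had 198 hits in CC2 only. The number of DNA methylation genes lay above 77.0% of random lists of protein-coding loci and above 26.2% of those matched on transcript length, and that of the SUVH genes above 76.7% and 38.0%. Other tissues are not analysed here, so that these values give no enrichment.

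**Figure D5:**
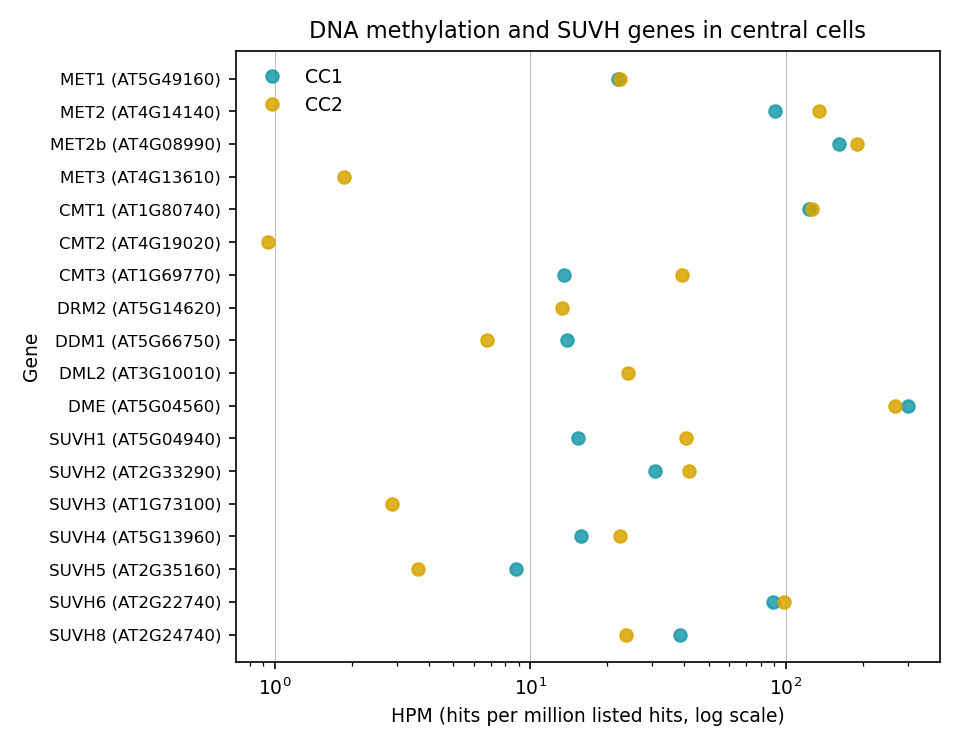
HPM (x-axis, log scale) of the listed DNA methylation and SUVH genes (y-axis) in CC1 (cyan) and CC2 (yellow). A missing point is a gene not listed in that replicate, and MET2b is AT4G08990. DME lay highest with a mean of 283, followed by AT4G08990 with 175.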

Examples for functional groups not identified in [3] comprise several genes encoding for diverse epigenetic functions including a histone methyltransferase (*AT2G24740/SUVH8*), a chromomethylase (*AT1G80740/CMT1*), and two DNA-methyltransferases (*AT4G08990* and *AT4G14140/MET2*), which may contribute to the specific epigenetic state of the central cell [33], [34].

Taken together, the enrichment analysis presented in this study widely agrees with previously reported results [3] in terms of functional enrichment, but extends the number of specific genes to a large extent. However, given the few RNA-Seq data sets in the comparison and the lack of the egg and synergid transcriptomes, these results are preliminary, requiring additional data sets for the comparison in order to obtain a more thorough view on the unique nature of the transcriptome of the central cell.

### Data analysis using *de novo* transcriptome assembly

RNA-Seq offers the possibility to investigate an organism which lacks sequence information. To test whether the methods presented here are suitable for such a study, we performed a *de novo* assembly of short reads and briefly characterized the transcriptome using GO terms. An in-depth analysis of the results is, however, out of scope of this article.

*De novo* assembly of RNA-Seq data into transcripts is generally challenging due to the non-uniform sequencing coverage across transcripts, the presence of low quality reads, and the size of the data sets [35]. In the data presented here, additional complexity is caused by fragment shortening introduced during library preparation, which leads to a non-uniform sequence coverage within the individual transcripts. To overcome some of the limitations, we first corrected potential sequencing errors and then removed all reads which were of low quality, repetitive or duplicated. The remaining reads were assembled using velvet [36], oases, and additional tools, which were required to handle the color space of SOLiD reads. Expression values were obtained using the full set of reads and bowtie [37]. To characterize the assembled transcripts, we used Blast2GO, which is designed to annotate (protein coding) sequences based on similarity searches and existing annotation associations [38]. Transcripts were first mapped against NCBI's non-redundant protein sequence database (www.ncbi.nlm.nih.gov) using BLAST [39] with an e-value threshold of 1e-6 and a maximum of 20 blast hits. Gene Ontology (GO) terms [40] were obtained and assigned using default settings.

From the initial set of reads containing reads from both replicates, around half (44'686'342) passed the filter criteria. From these, around 28.7% were used during the assembly, resulting in 32'567 transcripts with an average length of 307.1 bp (File S2) and a sequence coverage resembling the results from the previous analysis; beside the differences for replicate-specific transcripts, sequence coverage was highly similar (Figure 3B). From the 32'567 assembled transcripts, 19'502 had one or more blast hits to the non-redundant protein sequence database. Most (89.4%) of them had the best blast hit to *Arabidopsis thaliana* or its close relative *Arabidopsis lyrata*. In the latter case, the transcripts generally also mapped to *Arabidopsis thaliana* sequences. The majority of the remaining best blast hits were found among fungal pathogens affecting plants (3.8%) and animals (1.8%). Transcripts with hits to fungal species originated from the first replicate (CC1) and were not found in the second replicate (CC2), indicating some contamination of the RNA from CC1 (replicate-specific assemblies, data not shown). Interestingly, reads aligning to those sequences do generally not align to the genome of *Arabidopsis thaliana* (0.0016% of all reads aligning to the genome do align to the sequences of those fungi). It is therefore unlikely that the contamination affected the alignment-based approach described before.

To compare the assembled transcriptome to the transcriptome determined in the alignment based approach, the two transcriptomes were annotated and compared at the level of GO terms using Blast2GO [38]. To avoid a bias due to the fungal contamination, we only used the assembled transcripts with the best blast hit to either *Arabidopsis thaliana* or *Arabidopsis lyrata* for the comparison. From these 17'641 transcripts, 14'514 could be annotated with 4'859 distinct GO terms. Overall, the number of distinct GO terms per annotated transcript was lower in the transcriptome from the *de novo* assembly compared to the transcriptome determined with the alignment based approach described before, where 14'487 of the 17'419 transcripts could be annotated with 5'285 distinct GO terms (only one, the representative, transcript per locus). However, the distribution of GO terms belonging to the domain “Molecular Function” showed a high similarity between the two transcriptomes: only 10 terms showed significant enrichment in one of the transcriptomes (two-sided Fisher's exact test, FDR<0.05). The most specific terms among them were: structural constituent of ribosome (GO:0003735), transcription factor activity (GO:0003700), RNA binding (GO:0003723), protein serine/threonine kinase activity (GO:0004674), and translation factor activity/nucleic acid binding (GO:0008135). All those terms displayed an enrichment in the assembled transcriptome. For genes related to transcription factor or protein kinase activity this was unexpected as they are often expressed at low levels. However, it is possible that the marginal coverage of these transcripts caused a fragmented assembly: if the reads from one transcript were assembled into two fragments of the transcript, from which both map to the GO term, the GO term would be counted twice, thus leading to an overrepresentation of the respective GO term.

Taken together, the results of this test indicate that data obtained with the methods presented here is in principle suitable for *de novo* assembly of a transcriptome: sequence coverage patterns and GO annotations largely resembled the ones found in the alignment-based approach. However, it is likely that many of the assembled transcripts were shorter than *in vivo* due to the 3′ bias. In cases where most of the assembled sequence contained mainly untranslated regions (long 3′ UTR), it probably had an effect on the GO term annotation (which is based on similarity to known proteins). Considering further that the annotation using GO terms can only characterize protein-coding transcripts, we recommend to use additional methods for the annotation and analysis of the assembled transcripts. One possibility would be to search databases containing all types of transcripts for similarity in the nucleotide sequence. We expect that this would help to characterize non-coding transcripts and improve the GO annotation of protein-coding transcripts which could not be annotated using the methods relying on similarity to proteins.

### Conclusion

We aimed to establish a workflow that allows determining the transcriptional profile with a high sensitivity and resolution of specific cell types, which are very rare and difficult to access as they are embedded in heterogenic tissue. We therefore combined LAM with a highly sensitive, linear RNA amplification method and the emerging RNA-Seq technology. As a model we used central cells of *Arabidopsis thaliana* from which only around 50 are formed within a flower, each of them individually enclosed by an ovule. Using LAM, we could obtain sufficient amounts of good quality RNA for a successful amplification and library preparation. We compared the data generated in this study with the transcriptome data from [3], which was measured using LAM and the ATH1 microarray. The results showed that the two transcriptome profiling technologies correlate well. Most of the genes found to be expressed in the microarray data were also present in the RNA-Seq data and the few microarray specific genes were likely false positives caused by probe specific cross-hybridization. However, using RNA-Seq we could detect more than double the amount of presumably expressed genes. Functionally, this difference was reflected in the enrichment of genes encoding for few specific (combinations of) protein domains, of which some may play an important role in cell fate determination (signal perception and transduction, chromatin remodeling, and regulation of transcription) or function of the specific cell type (defensin-like proteins), in the RNA-Seq data compared to the array data. In addition, we identified several intergenic regions which are likely to be transcribed. We further described a considerable fraction of reads aligning to introns and regions flanking annotated loci which may represent alternative transcript isoforms. Finally, we also performed a *de novo* assembly of short reads and briefly characterized the assembled transcriptome. Comparisons between the alignment- and the assembly-based approaches revealed that the results were remarkably similar in terms of sequence coverage pattern and Gene Ontology (GO) annotation, indicating that the workflow presented here is also suitable to study specific cell types from an organism lacking a reference sequence. Taken together, we successfully established an easy and reliable workflow that allows the transcriptional profiling of specific cell types, which are rare and difficult to access, with high sensitivity and resolution. The approach presented here will provide new insights into the transcriptional state of individual cell types not only of plants, but also other eukaryotes and, therefore, by elucidating cell fate decisions, will contribute to the understanding of the molecular processes underlying the development of multicellular organisms.

## Materials and Methods

### Plant material

*Arabidopsis thaliana* seeds, accession Landsberg *erecta*, were germinated on Murashige and Skoog agar (0.5× Murashige and Skoog salts, 0.7% phytagar). One week old seedlings were transferred to ED73 soil (Einheitserde, Schopfheim, Germany), and grown under 16 h light at 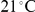 and 8 h darkness at 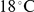 and 60% relative humidity.

### Tissue embedding

Two days after emasculation, flowers containing the mature embryo sacs were fixed in ethanol∶acetic acid 3∶1. Vacuum was applied two times for 15 min at 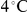. Afterwards the material was kept in the fixative overnight at 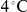 and subsequently transferred to an ASP200 embedding machine (Leica Microsystems GmbH, Wetzlar, Germany). In the embedding machine, tissues were dehydrated automatically in a graded series of ethanol (70% for 1 h, 3×90% for 1 h, 3×99.98% for 1 h, all at room temperature) followed by xylol (2×1 h and 1×1 h 15 min, all at room temperature). Xylol was substituted by Paraplast X-tra embedding media (Roth AG, Arlesheim, Switzerland) at 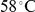 (2×1 h and 1×3 h). Finally, flowers were poured into paraffin blocks, cooled, and stored at 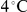.

### Laser-assisted microdissection

For microdissection, paraffin blocks containing flowers were cut on a RM2145 Leica microtome (Leica Microsystems GmbH, Wetzlar, Germany) to 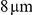 thin sections and mounted on nuclease-free membrane-mounted metal-frame slides using pure methanol ([3] used water). Slides were dried overnight on a heating table at 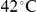. Samples were deparaffinized in xylol at room temperature (2×10 min). Microdissection was performed using a mmi CellCut Plus device (MMI Molecular Machines & Industries AG, Glattbrugg, Switzerland). Isolated central cells were collected using MMI isolation caps and stored at 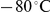. Four to six cuts of whole flowers were taken from each slide after collecting the cells of interest. Total RNA was isolated and tested for integrity using the Agilent 2100 Bioanalyzer together with the RNA 6000 Pico Kit (Agilent Technologies Schweiz AG, Basel, Switzerland).

### RNA isolation

Total RNA was isolated using the PicoPure RNA isolation kit (Arcturus Engineering, Mountain View, USA) following the manufacturer's instructions with slight modification. Caps were covered with 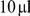 extraction buffer and incubated at 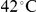 for 30 minutes. Extracts from different caps were pooled to reach a sufficient RNA yield. All other steps were performed according to the manufacturer's instructions, including the on-column DNase treatment using the RNase-free DNase set from QIAGEN (Valencia, USA).

### RNA sequencing

The amplification and library preparation of RNA from central cell samples were performed following the protocol described in [14]. Libraries were sequenced using the SOLiD platform, version 3 (Life Technology, Foster City, USA). For each library one eighth of a slide was used.

### qRT-PCR

To monitor the efficiency of the library preparation we measured the size of the cDNAs prior to shearing using Agilent's 2100 Bioanalyzer following the instructions from the manufacturer. We also estimated the concentration of cDNA from selected genes with qRT-PCR: *ACT2* (*AT3G18780*, forward: CTTGCACCAAGCAGCATGAA, reverse: CCGATCCAGACACTGTACTTCCTT, [41]), *ACT11* (*AT3G12110*, forward: AAGCTGTTCTTTCCCTCTACGC, reverse: GGAACAGTGTGACTCACACCATC, [42]), 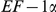 (*AT5G60390*, forward: TGAGCACGCTCTTCTTGCTTTCA, reverse: GGTGGTGGCATCCATCTTGTTACA, [43]) and *UBC9* (*AT4G27960*, forward: TCACAATTTCCAAGGTGCTGC, reverse: TCATCTGGGTTTGGATCCGT, [41]). All qRT-PCR reactions were performed in a final volume of 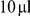 containing 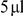 cDNA or water, 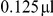 of each primer (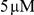), 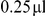 water and 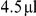 mastermix (Power SYBR Green PCR Master Mix, Life Technology) on the 7900 HT Fast Real Time PCR System (Life Technology) with the following cycling conditions: 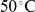 for 2 minutes, 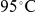 for 10 minutes and 45 times 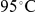 for 15 seconds followed by 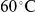 for 1 minute. Amplicon length was determined using the melting curve analysis.

### Data processing: reference genome

Short reads and alignments generated in this study were deposited at NCBI Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo) and are accessible through GEO series accession number GSE29719. Reads (csfasta and qual files) were processed with the SOLiD Accuracy Enhancement Tool (version 2.2 with a reflength of 13'000'000 and the option -qvupdate; solidsoftwaretools.com/gt/project/saet [note added in proof: SAET was moved to solidsoftwaretools.com/gf/project/denovo/frs]) and aligned to the reference genome (www.arabidopsis.org) using TopHat with the options –color –quals –coverage-search -a 8 -m 1 -i 50 -I 2000 -F 0.2 -p 7 -g 10 (version 1.2; [11]). We allowed up to ten alignments per read to avoid a potential underestimation of expression values of transcripts with similar sequence. However, a read 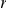 with 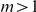 alignments would count 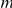 times, resulting in overestimation of expression values. To avoid this, we calculated for each alignment 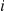 of such a read the weight 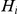 using a “score” 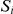 divided by the sum of scores from all alignments of the read (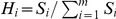). If the total score was zero, all alignments were discarded. For ungapped alignments, the score was equal to the sum of coverage originating from uniquely aligned reads at the position of the alignment and the surrounding 100 bps (“allocation distance” of 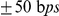). For gapped alignments, the score was equal to the number of uniquely aligned reads spanning the same gap. Thus, if a read had both types of alignments, the ungapped ones would have been preferred. Here we use “hit” as a synonym for an alignment that has been weighted.

#### Identification of new transcripts

To find potentially new transcripts in intergenic regions, we extracted all alignments that were not overlapping with a known transposable element and at least 200 bps outside of a known locus. The “intergenic” transcriptome was then assembled using these intergenic alignments and cufflinks (version 0.9.3) with a maximal intron length of 2000 [11]. To compare the genomic location of the loci from the potentially new transcripts between the two replicates, we calculated for each locus from each replicate the overlap with a locus/loci (with and without the remaining loci with transcripts not supported by splice junctions) from the other replicate (number of shared nucleotides divided by the length of the locus) and counted the number of loci with an overlap above a certain threshold. Potentially new transcripts supported by at least one splice junction were annotated using Blast2GO (version 2.4.8; [38]).

#### Transcriptome data

Hits were assigned to the transcripts of the genomic features “gene”, “pseudogene” and “transposable element gene” (TAIR10, www.arabidopsis.org). Hits can be divided into unambiguous (mapping to transcripts of only one locus) and ambiguous (mapping to transcripts of more than one locus). To avoid counting ambiguous hits multiple times, we proportionally distributed them based on the number of unambiguous hits. If there were no unambiguous hits, the ambiguous hits were equally distributed. However, we assume a case where two loci A and B overlap such that locus A is entirely located within locus B. Locus A shall be “truly” expressed, locus B not. Using a single step, all hits of locus A would be declared as ambiguous. In case locus B has no unambiguous hit, the hits from locus A would be equally distributed to locus A and B, leading to an underestimation of the expression value from locus A and an overestimation of the expression value from locus B (a false positive). In another case where locus B has one or two unambiguous hits due to sequencing and/or alignment errors, all the hits from locus A would be wrongly assigned to locus B (one false positive and one false negative). The same error would occur if locus A has a longer transcript than the annotation would indicate. The hits at the borders of locus A would then be unambiguously assigned to locus B and as a consequence also all the ambiguous hits. To avoid this scenario at least to some extent we used a two step approach. In the first step, all hits were mapped to all annotated transcripts. We expected that each “truly” expressed transcript should have at least one hit within the 250 bps at its 3′ end because the library preparation protocol was based on poly(A)-tail priming for cDNA synthesis and adapters for the amplification. In addition, we set a threshold of five hits as a minimal expression value to overcome possible sequencing and alignment errors. Transcripts not matching these criteria were discarded. During the second step, the hits were divided into unambiguous and ambiguous. The unambiguous hits were assigned first and used to distribute the ambiguous hits. The transcripts were then filtered again using the same criteria as before. The final expression value of a locus was calculated as the sum of hits assigned to any of its transcripts. Expression values are given in Table S2.

#### Enrichment of combinations of protein domains (InterPro)

Genes present in array data (i), RNA-Seq data (ii), and RNA-Seq data excluding genes lacking a corresponding probeset on the array (iii) were functionally characterized using the InterPro annotation (www.ebi.ac.uk/interpro). Information necessary to map the InterPro terms to the *Arabidopsis thaliana* gene identifiers was extracted from the functional gene descriptions available on www.arabidopsis.org (genes with no annotation were annotated as “unknown”). Some terms in the InterPro annotation are hierarchically linked to each other. Given this “parent to child” relation, a gene annotated with one term is automatically also annotated with all the ancestors of the term. To avoid reduction of statistical power due to this dependencies, we only used the lowest possible terms to characterize the genes. All terms annotating a gene were then grouped together, forming a specific combination of protein domains. To test for enrichment of a given combination in the RNA-Seq data, occurences were calculated and compared using Fisher's exact test (one-sided). Combinations with a p-value below 0.05 were declared to be significantly enriched (due to redundancies in the InterPro annotation, multiple testing correction may have been to stringent).

#### Genes preferentially expressed in central cells

The transcriptome of the central cell was compared to publicly available RNA-Seq transcriptome data from various tissues and cell types of *Arabidopsis thaliana*. The data comprised 2–4 cell and globular stage embryos [12] (GSE24198, GSE33866), early globular embryos [29] (SRR074122), whole plants (pool of organs) [18] (SRR018346, SRR018347, SRR019035), seedlings [18] (SRX006704), unopened flower buds [19] (SRX002554), and male meiocytes [30] (SRX063784). Raw data (csfasta/qual and fastq files) were downloaded from www.ncbi.nlm.nih.gov/geo/ (GSE accession numbers) and trace.ddbj.nig.ac.jp/DRASearch/ (SRX/SRR accession numbers). Only data from untreated wild-type plants were used in the analysis. The data was largely processed as described above with modifications depending on the experimental setup and without the thresholds of 5 hits and at least one hit in the first 250 bp of a transcript. In the data sets from [12] (50 bps reads, SOLiD), reads with multiple alignments were removed due to their high abundance (a consequence of the amplification strategy using random hexamers in addition to the poly(T)-primers for cDNA synthesis). For the remaining data sets from [18], [19], [29], [30] (36 bps reads, Illumina), reads could not be corrected and the allocation distance was set to 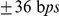. Genes preferentially expressed in central cells compared to all other tissues and cell types were then identified with edgeR [31] using tagwise dispersion estimates and Benjamini-Hochberg multiple testing corrections. Genes with an adjusted p-value (FDR) below 0.05 were considered to be differentially expressed. To test for enrichment of certain (combinations of) protein domains in the central cell transcriptome, we compared the functional characterization of the genes significantly upregulated in central cells with the one of the genes showing no significant differential expression using the approach described above (Table S4).

### Data processing: *de novo* assembly

Reads were corrected as described above. We removed all reads which were of low quality (total quality below 200 or an ambiguous color in the sequence), repetitive (same double color in more than 30% of the sequence), or duplicated. Assembly was performed on double encoded reads using velvet (version 1.0.18 [36]) and oases (version 0.1.18, www.ebi.ac.uk/ 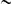
zerbino/oases) with a k-mer length of 31, a minimal transcript length of 80, and a minimal coverage of 1. Double encoding and decoding was done using the pre- and postprocessor scripts (versions 2.2.1 and 1.6, solidsoftwaretools.com/gt/project/denovotools) in conjunction with asid_light (version 1.0, solidsoftwaretools.com/gt/project/denovo). All reads were then mapped back to these assembled reference transcriptomes using bowtie with the options -C -n 2 -l 25 -k 11 -m 10 –chunkmbs 1024 –best –strata -p 7 (version 0.12.7; [37]). Ambiguous alignments were proportionally distributed using the number of unambiguous alignments. The final expression values were calculated as the sum of hits mapping to a transcript. Assembled transcripts and representative gene models from the reference annotation (www.arabidopsis.org) were annotated using Blast2GO (version 2.4.8; [38]). For blastx against the non-redundant protein sequences deposited at NCBI (www.ncbi.nlm.nih.gov) an e-value threshold of 1e-6 was chosen. Parameters for the GO annotation and analysis were left at default. To compare the annotations, we used the tool embedded in Blast2GO (Blast2GO version 2.4.9). GO terms with an FDR below 0.05 were defined as being significantly differentially enriched (two-sided Fisher's exact test).

### Microarray data

Microarray data [3] were obtained from ArrayExpress (www.ebi.ac.uk/arrayexpress, accession number E-MEXP-2227) and processed as described in [22]. Final expression values are given in Table S2.

### Software

Unless specified, we used newly developed software. The core package is split into several programs which are largely independent of each other (processing of reads with multiple alignments, filtering of genes, distribution of ambiguous hits, filter for *de novo* assembly) and therefore offers flexibility to customize and extend the analysis. Source code and linux binaries for the transcriptome analysis are freely available upon request ().

### MIAME

All data are MIAME compliant. Raw data were deposited at (RNA-Seq data: GSE29719 on GEO) and obtained from (microarray data: E-MEXP-2227 on ArrayExpress; RNA-Seq data: GSE24198, GSE33866, SRR074122, SRR018346, SRR018347, SRR019035, SRX006704, SRX002554, SRX063784 on GEO and DRASearch) MIAME compliant databases.

## Supporting Information

File S1 The file contains the results from the cDNA library control experiments (size distribution of fragments and approximate concentration of selected genes).
(PDF)

File S2 The rar file contains the transcript sequences from the *de novo* assembly (fasta file).
(RAR)

Figure S1 The figure contains a summary of the overlaps of the potentially new loci producing transcripts supported by splice junctions given in Table S1 between the two replicates.
(PDF)

Table S1 The table contains the genomic coordinates and annotations of the potentially new transcripts, which were identified and annotated using cufflinks and Blast2GO, respectively. Only transcripts supported by at least one splice junction are presented.
(XLS)

Table S2 The table contains the RNA-Seq expression values from all genes declared to be present in at least one of the replicates (sheet 1) and the microarray expression values from all the genes having a corresponding probeset on the microarray (sheet 2).
(XLS)

Table S3 The table contains the results from tests for enrichment of InterPro domains in the RNA-Seq data compared to the array data. In the first test (sheet 1), the gene universe was defined as the union of all the genes found to be expressed in any of the data type. In the second test (sheet 2), genes, which were present in the RNA-Seq data but are per default not detectable with the array due to the lack of a corresponding probeset, were excluded from the universe. The third sheet contains a table with additional information to Figure 5.
(XLS)

Table S4 The table contains the results from tests for enrichment of InterPro domains in the central cell transcriptome compared to transcriptomes of other tissues. The test set contained all genes showing significant enrichment in the central cell. The reference set comprised all the other genes (only the ones sequenced in at least one experiment).
(XLS)

# Supplementary material for: A Powerful Method for Transcriptional Profiling of Specific Cell Types in Eukaryotes: Laser-Assisted Microdissection and RNA Sequencing
**Source:** PLoS One. 2012 Jan 26;7(1):e29685. doi: 10.1371/journal.pone.0029685
**Supplement:** File S1 — The file contains the results from the cDNA library control experiments (size distribution of fragments and approximate concentration of selected genes).

Distribution of the size of cDNA libraries

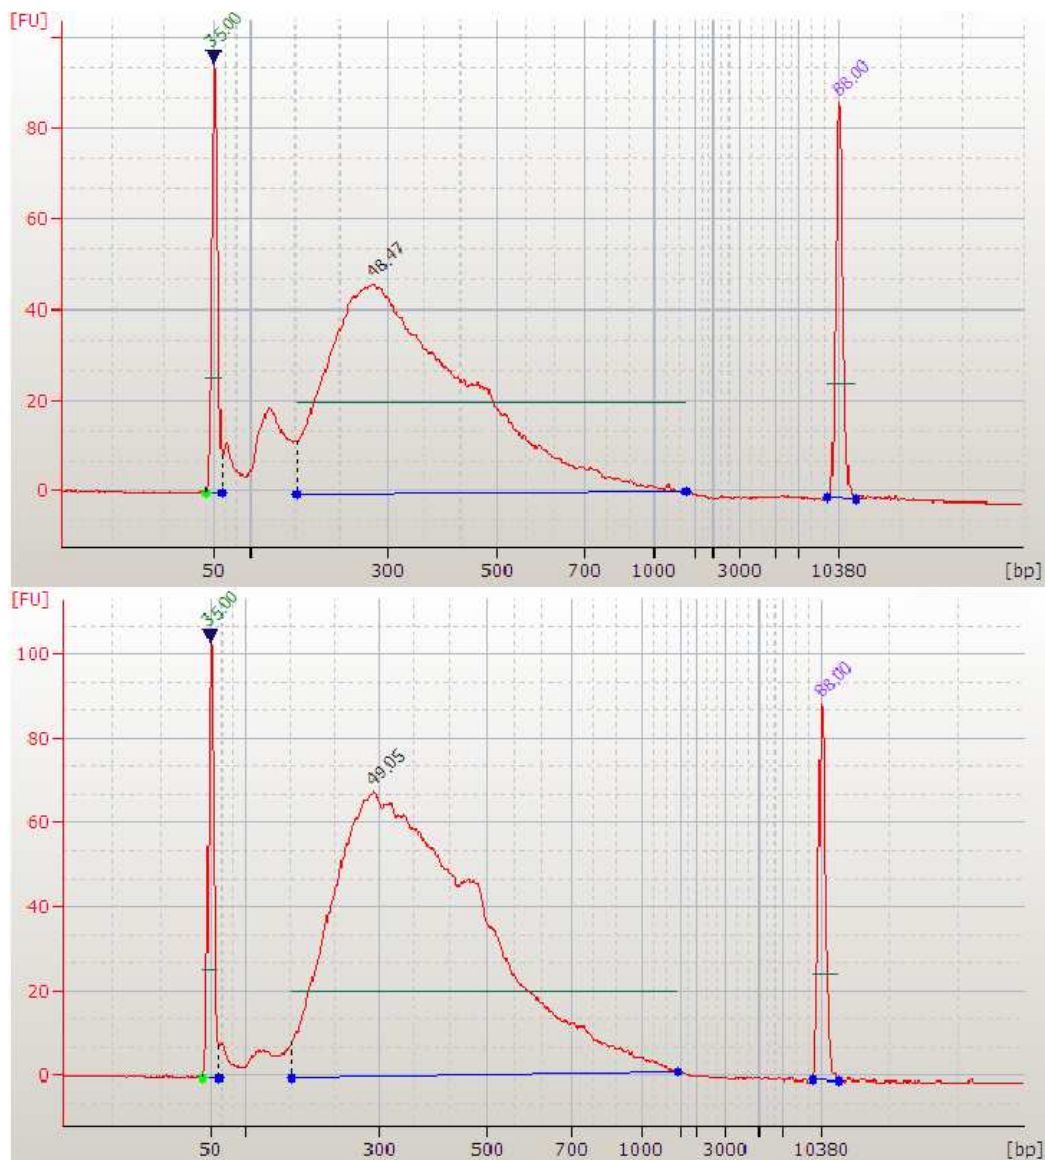

Figure 1: Size distributions of cDNA libraries were measured using Agilent's Bioanalyzer (top panel: CC1, bottom panel: CC2). Sizes are given on the x-axis, arbitrary fluorescence units corresponding to the amount of fragments with the respective size on the y-axis. Peaks at the left and right end correspond to the size markers.

Quality control of the cDNA libraries (yield)

Table 1: Relative concentration of cDNA from selected genes in the cDNA libraries (water as negative control) was measured using qPCR. Given are the average Ct values from two technical replications. The value corresponds to the cycle at which the amplification product of the respective cDNA could be detected (lower value means higher relative concentration). In case no amplification product could be detected after 45 cycles, the value was set to “NA”. The asterik marks the case where the amplification product could only be detected in one of the technical replicates.

gene	CC1	CC2	water
<i>ACT2</i>	28.1	25.8	36.0*
<i>ACT11</i>	31.4	29.4	NA
<i>EF - 1α</i>	27.8	24.9	NA
<i>UBC9</i>	26.0	24.4	36.8

How the deposited data were processed for this re-analysis (not part of the article)

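The data are 2 RNA-Seq libraries (CC1 and CC2) of laser-dissected *Arabidopsis thaliana* central cells, 1 condition with 2 biological replicates of about 450 pooled cells each. The authors corrected the 50 bp SOLiD reads, aligned them with TopHat 1.2 to TAIR10, as the paper and the submitters' processing notes name it, weighted multiple alignments by the uniquely aligned reads nearby, and shared hits on several loci out by the unambiguous ones. The deposited values are therefore expected counts (estimated counts of hits per locus) without any normalization, and the authors listed only loci with at least 5 hits and a hit near the 3′ end of a transcript. The replicates were not pooled. The libraries were not stranded, so that a gene and an overlapping gene on the other strand cannot be told apart, and near-identical paralogs share reads.

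From these values, hits per 1000000 listed hits (HPM) were computed for each replicate, with the mean and SD of both. In sums over a list or a family, an unlisted locus entered as 0. The listed totals were 15257122 hits in CC1 and 14857500 in CC2. Wilson intervals of 95% are given for shares of loci, splice-loci or introns, with the number of these as the denominator. They treat these features as independent draws and cover neither the counting error of the hits nor the spread between replicates. Cells were pooled before amplification, and amplified reads are not independent molecules. There is 1 condition, so that no groups were compared and no p-value was computed across genes. Correlations between replicates used log2(hits + 1), with an unlisted locus taken as 0. The spread between replicates was estimated with edgeR 4.0.16 (estimateDisp with an intercept only, TMM, hits rounded to whole numbers) over the 13426 loci listed in both, and with DESeq2 1.42.0 as an alternative. On simulated counts for these loci with coefficients of variation of 0.2, 0.5 and 0.8, the edgeR step returned 0.200, 0.498 and 0.787. Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and in R 4.3.3.

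Gene positions, types, descriptions and InterPro notes came from the RefSeq annotation of TAIR10.1, and 156 of the 17419 expressed loci had no match in it. The following were fixed before the data were examined: 11 gene lists (central cell and endosperm regulators, egg cell, synergid, ovule tissue, pollen and sperm, photosynthesis, DNA methylation, SUVH, small RNA, cell cycle and housekeeping genes), 16 families found by words in the gene descriptions, the rule for named genes, and the alternatives apart from those said to be added later. Values of the first loci of Table S2 had been seen by then. The rule named every gene the paper gives by locus, the members of the lists, the 20 nuclear protein-coding loci with the most HPM, the 5 loci with the most hits among those in each replicate only, the 5 with the largest fold difference in each direction among loci with at least 50 hits in both, and the 3 most abundant members of each family. The number of expressed loci of each list and family was set beside 10000 random lists of as many nuclear protein-coding loci, and the percentile is the share of random lists with fewer expressed loci. It describes these libraries and is no test. Alternatives were hit minimums of 10 and 20, leaving out organelle loci, thinning the larger library to the total of the other, other pseudocounts and scales for the correlations, other normalizations, random lists matched on transcript length, other overlap limits for splice-loci, and leaving out each replicate. Added after seeing the data were a split of the splice-loci at 25 estimated hits, families by their exact InterPro combination, the MATH domain without its parent term, and the comparison of the replicates by gene group. The paper kept the lowest InterPro terms only. The InterPro hierarchy was not used here, so that combinations which include parent terms may differ from the paper's. Of the 1999 combinations shown in Table S3, 1083 had the paper's number of RNA-Seq loci and 916 did not, 862 of all having no expressed locus here.

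The splice-loci and the chromosome 5 example were taken from the coordinates of Table S1 and their sequence from TAIR10.1. Of Table S2, the first 1999 of the 17419 expressed loci and the first 1999 of the 21440 array genes were used. All 1999 values of the former equalled the deposited values within 0.01. The array values of Table S2 are the mean of 3 arrays and are the paper's. No enrichment was tested on these tables, since they are not complete here. The de novo assembly, the comparison with other tissues, the present calls of the array and hits outside annotated loci are not analysed here.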

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

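These genes lie outside those that the paper discusses, and each of these values comes from loci above the minimum of 5 hits. All 12 nuclear photosynthesis genes of the list were listed in both replicates and summed to 4129 ± 164 HPM (SD, n = 2), more of them than in 99.8% of random lists of protein-coding loci. The highest were RBCS1A, the small subunit of Rubisco, with 1039 ± 53.9, CAB1 with 761 ± 107 and LHCB3 with 499.9 ± 25.5, and RBCS and CAB genes share reads with their paralogs. Of 13 genes of the ovule integuments and the seed coat, 7 were listed, 3 of them in both replicates, and they summed to 29.5 ± 1.37 HPM. STK had 172 hits in CC2 only and SHP1 had 228 in CC1 and 59 in CC2, while BEL1, INO, ANT, TT2, TT16 and TT10 were listed in neither replicate. Of 6 pollen and sperm genes, 4 were listed, and they summed to 38.3 ± 8.82 HPM, most of it from GEX1 with 33.0 ± 11.0. GEX1 is annotated as gamete expressed, which does not limit it to the male gametes. VGD1 had 3.77 ± 0.10, and HAP2 had 37 hits and MGH3 7 hits in CC1 only. GEX2 and DUO1 were listed in neither replicate. The uncharacterized gene AT3G03828 was the most abundant protein-coding locus, with 20268 ± 1771 HPM.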

How the results depend on the processing

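No paired analysis was possible because there is 1 condition. The numbers of loci expressed in at least 1 replicate, in both and in each replicate only stayed within 1.5 times the reported values under every alternative run for them (hit minimums of 10 and 20, no organelle loci, the larger library thinned), and leaving out a replicate gave 14454 to 16391 expressed loci. Without a replicate, the array correlation was 0.587 to 0.604, the lists held 95 to 106 expressed loci in all and the families 1479 to 1663. Single counts moved by over 1.5 times: without CC2, DNA methylation genes fell to 7, ovule genes to 3, DUF239 to 18 and MADS-box to 27, and without CC1 pollen and sperm genes to 2. In both replicates, these were 7, 3, 15, 22 and 2, with F-box genes at 218, pentatricopeptide repeat at 212 and disease resistance genes at 50. The correlations moved: Spearman was 0.851 over loci in both replicates and 0.821 at a hit minimum of 20, Pearson was 0.845, 0.562, 0.989 on the linear scale, and 0.599 and 0.757 with pseudocounts of 0.5 and 5, in that order, and the array correlation was 0.553 over expressed loci. At hit minimums of 10 and 20 the median of loci in 1 replicate only rose to 55 and 66 in CC1 and to 46 and 58.7 in CC2, by construction. The coefficient of variation was 0.454 at 20 hits, 1.15 with unlisted loci as 0 and 0.269 as the root of the median DESeq2 dispersion of single loci. Splice-loci overlapped perfectly for 13.4% and, under 25 estimated hits (added after seeing the data), to 10% of their length for 26.7%. By exact InterPro combination, added after seeing the data, the TRAF-like family moved from 44 to 1 expressed loci, and to 21 with the parent term of MATH left out. When random lists were matched on transcript length, 6 percentiles crossed the middle: DNA methylation 26.2, SUVH 38.0, pentatricopeptide repeat 5.63, defensin-like 100, S1 99.9 and RALF 76.6. Others moved: small RNA genes to 50.1, SNF2 helicases to 76.5, egg cell to 97.2, synergid to 99.1, ovule to 11.2, pollen and sperm to 38.2, DUF239 to 32.3 and pectinesterase inhibitors to 5.76; the cause is the construction, since short loci are listed less often. Where no cause is named, the cause was not tested. A TMM-scaled total, and a total without the top 10 and organelle loci, each multiply all genes of a replicate by the same factor, so that neither tests single genes. An unlisted locus has no upper limit here.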

Differences from the paper's values

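The Pearson correlation between CC1 and CC2 was 0.647 on log2(hits + 1) over the 17419 expressed loci with an unlisted locus taken as 0, and the paper's value in the legend of Figure 3A is 0.99. Among the alternatives set before the data were examined, the Pearson correlation of the hits on the linear scale was 0.989, which rounds to the paper's value. The others did not reach it: 0.845 over loci listed in both replicates, 0.562 at a hit minimum of 20, 0.650 without organelle loci, 0.599 with a pseudocount of 0.5 and 0.757 with a pseudocount of 5.

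Of the 20 InterPro combinations that pass the paper's threshold in the test over the whole transcriptome in Table S3, 6 differed by more than 1.5 times. The cytochrome P450 combination had 0 expressed loci here and 80 in the paper, the plant peroxidase and the SHAQKYF Myb combinations 0 and 12 each, the SNF2 helicase combination 0 and 16, and the combination of F-box and F-box associated domains 0 and 23. The MATH domain had 1 and 21, and 21 here when its TRAF-like parent term was left out, an alternative added after the difference had been seen and applied to no other domain. The cytochrome P450, peroxidase, SHAQKYF Myb, SNF2 helicase and F-box combinations were found at no locus of TAIR10.1 in exactly this form. Their 0 is therefore a difference of annotation and says nothing about expression. The paper kept only the lowest terms of the InterPro hierarchy, which is not used here. Whether the hierarchy accounts for these other differences was not tested.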

Other observations

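Of 19 regulators of the central cell and the early endosperm, 14 were expressed, more than in 82.5% of random lists of as many protein-coding loci and 80.2% of those matched on transcript length. They summed to 1696 ± 114 HPM (SD, n = 2). FWA, a homeodomain gene expressed from the maternal allele in the endosperm, had 381 ± 103, and the Polycomb genes FIS2 and MEA had 301 ± 25.1 and 284 ± 31.9. MSI1 had 47.1 ± 22.8, SWN 14.9 ± 6.39, MYB64 88.8 ± 20.3 and MYB119 11.0 ± 4.69, and FIE was listed in neither replicate. Of 20 small RNA pathway genes, 16 were expressed, more than in 94.5% of random lists and 50.1% of the matched ones. AGO1 had 314 ± 75.9, AGO5 242 ± 2.49, AGO9 124 ± 8.00 and DCL1 50.8 ± 11.6, while AGO3, AGO7, RDR1 and NRPD1 were listed in neither replicate. Of 12 cell cycle genes, 11 were expressed, with CDKB1;1 at 40.1 ± 6.95, and CYCD7;1 was not listed. All 13 housekeeping genes were listed in both replicates, led by AT5G60390 and GAPC1 (1173 ± 194).

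Other families were examined too, among them some of small secreted proteins. Pectinesterase inhibitor genes, expressed for 59 of 125, took 22466 ± 575 HPM, led by AT3G17150 with 8552 ± 956 and AT1G50325 with 3089 ± 102. Of 26 genes with the DUF1278 domain of the EC1 proteins, 21 were expressed and took 2078 ± 44.2, with 2109 in CC1 and 2047 in CC2. The 5 EC1 genes held 1355 of this in CC1 and 902 in CC2. The other members were therefore higher in CC2 in sum, and the small SD hides opposite shifts. RALF peptide genes, expressed for 18 of 37, took 405 ± 112, led by RALFL18 with 101 ± 19.8. Ribosomal protein genes, expressed for 449 of 486, took 91903 ± 3744. Among loci with at least 50 hits in both replicates, the largest differences higher in CC2 were at THI2.1 (56.0-fold), the thaumatin gene AT2G28790 (18.7-fold), CCA1 (18.0-fold), AT3G57850 (13.8-fold) and the heat shock cognate gene HSC70-1 (12.0-fold), and those higher in CC1 at GTE4 (11.1-fold), AT2G29360 (9.05-fold), AT4G23900 (8.53-fold), AT1G21380 (8.43-fold) and AT1G80170 (8.00-fold).

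The tests on loci with over 500 hits and on the LURE1 genes, and the comparison of the replicates by gene group, were chosen only after the values were seen; the tests on loci in 1 replicate only were written before their result, when the medians of these loci were known. The design has 1 condition, so that no biological explanation was tested for any of these patterns.

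Of the expressed loci, 22.9% were listed in 1 replicate only. Counting noise alone leaves 103 of the CC2 loci under 5 hits at the depth of CC1, against 2965 listed in CC2 only, which argues against it as the whole cause. A negative binomial draw with the spread that edgeR estimates leaves 423, but that spread comes from loci listed in both replicates, which were not lost, so that the spread between replicates cannot be told apart. Thinning both libraries to 50% of their hits gave a share of 23.1%, a ratio of 1.01, but the files are cut at 5 hits, so that loci listed once drop out while others become single and a rise could stay hidden; depth cannot be told apart. Loss of whole transcripts before amplification, from few cells, and the rule on the 3′ end stay open and were not tested. Fewer loci were listed in CC1 only (1028) than in CC2 only, although CC1 held more listed hits. With CC1 thinned to the total of CC2, they were 1022 and 2969. For CC1, the paper reports a lower cDNA yield, slightly smaller fragments and some fungal contamination. It holds an effect of the fungal reads on the genome alignments unlikely. Whether these differences matter here was not tested.

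Of nuclear loci with over 500 hits, 22 were listed in 1 replicate only. A candidate explanation is that their hits were shared out to an overlapping or similar locus in the other replicate. Of these, 54.5% (12 of 22, 95% Wilson interval 34.7 to 73.1) overlapped another locus or held fractional hits, and 53.6% of 9690 values of loci listed in both did. With so few loci, this explanation cannot be told apart from others.

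The LURE1 genes were 4.61-fold higher in CC2 in sum, and the DUF784 genes, which were singled out after their ratios were seen and may share reads, differed in the same direction. The usual spread at this number of hits cannot be told apart: 2 of 451 loci with 0.5 to 2 times as many hits had a log2 ratio as high as the LURE1 sum (percentile 99.6), but these genes were picked for their ratio and count as a single observation. A length effect is argued against by 104 other protein-coding loci with transcripts of 287 to 401 bp, whose median log2 ratio was -0.025 (bootstrap interval -0.18 to 0.14). Synergid RNA in CC2 cannot be told apart as a source. The paper reasons against cross-contamination, since the central cell separates well and the egg cell, being closer, would be the likelier source. Of the other synergid genes, MYB98 was listed in neither replicate, 3 were listed and 2 in both. The median log2 ratio of these 3 was -0.57 when FER, not listed in CC2, is taken as 0. The EC1 genes went the other way, and defensin-like genes as a whole had a median ratio of 0.953, with 47 of 103 higher in CC2, while 20 of 30 TRAF-like genes were higher in CC2 (median 1.53-fold).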
